# Comprehensive Analysis of lncRNAs and circRNAs Reveals the Metabolic Specialization in Oxidative and Glycolytic Skeletal Muscles

**DOI:** 10.3390/ijms20122855

**Published:** 2019-06-12

**Authors:** Linyuan Shen, Mailin Gan, Qianzi Tang, Guoqing Tang, Yanzhi Jiang, Mingzhou Li, Lei Chen, Lin Bai, Surong Shuai, Jinyong Wang, Xuewei Li, Kun Liao, Shunhua Zhang, Li Zhu

**Keywords:** long non-coding RNAs, oxidative muscle, glycolytic muscles, pig

## Abstract

The biochemical and functional differences between oxidative and glycolytic muscles could affect human muscle health and animal meat quality. However, present understanding of the epigenetic regulation with respect to lncRNAs and circRNAs is rudimentary. Here, porcine oxidative and glycolytic skeletal muscles, which were at the growth curve inflection point, were sampled to survey variant global expression of lncRNAs and circRNAs using RNA-seq. A total of 4046 lncRNAs were identified, including 911 differentially expressed lncRNAs (*p* < 0.05). The *cis*-regulatory analysis identified target genes that were enriched for specific GO terms and pathways (*p* < 0.05), including the oxidation-reduction process, glycolytic process, and fatty acid metabolic. All these were closely related to different phenotypes between oxidative and glycolytic muscles. Additionally, 810 circRNAs were identified, of which 137 were differentially expressed (*p* < 0.05). Interestingly, some circRNA-miRNA-mRNA networks were found, which were closely linked to muscle fiber-type switching and mitochondria biogenesis in muscles. Furthermore, 44.69%, 39.19%, and 54.01% of differentially expressed mRNAs, lncRNAs, and circRNAs respectively were significantly enriched in pig quantitative trait loci (QTL) regions for growth and meat quality traits. This study reveals a mass of candidate lncRNAs and circRNAs involved in muscle physiological functions, which may improve understanding of muscle metabolism and development from an epigenetic perspective.

## 1. Introduction

Skeletal muscle accounts for approximately 40% of the total body mass in mammals [1], and is heterogeneous in nature. Based on the heterogeneous characteristic of movement rates and metabolic types, skeletal muscle fibers are broadly classified into different isoforms. For example, fast-twitch muscles, characterized by glycolytic metabolism and transient contractions, are generally referred to as white muscles. In contrast, slow-twitch muscles with more myoglobin, oxidative enzymes, and enduring of continuous movement, are called red muscles [2]. Regarding movement, the heterogeneity of muscle fibers allows muscles to work for various motor tasks, such as body posture, locomotion, jumping and kicking [3]. In terms of metabolism, fiber type diversification may also be linked to whole body metabolism of plasma glucose, which agrees with previous studies that have shown that slow-oxidative muscle fibers were more powerful than fast-glycolytic fibers in absorbing glucose from blood [4]. Increasing the composition ratio of fast-glycolytic fibers may contribute to insulin resistance and type-2 diabetes [5,6]. Other differential phenotypes of internal structures (mitochondria volume, myoglobin, and lipid content) and extracellular surroundings (capillary density and arteriole responsiveness) in heterogeneous muscle fibers also contribute to differential metabolic activities, such as ATP consumption and regeneration [7,8], gluconeogenesis [9,10], lactate, and fatty acid transport [11,12].

The diversity in contraction physiology and metabolic activity of different fiber types results not only in widely biological functions, but also in differential susceptibility to certain muscle diseases [13]. For example, Webster et al. (1988) showed that glycolytic fibers were much more susceptible to degeneration than oxidative fibers in duchenne muscular dystrophy (DMD) patients [14], which also agreed with the fact that glycolytic fibers were more susceptible to dystrophy characterized in facioscapulohumeral muscular dystrophy (FSHD), congenital fiber-type disproportion (CFTD), myotonic dystrophies type 2 (DM2), and aging-induced sarcopenia patients [15,16,17,18]. Although it’s well known that muscle diseases often affect particular fiber types, the underlying molecular mechanisms involved with the phenotype remain largely unclear. Furthermore, heterogeneous muscle fibers are also closely related to the process of muscle converting to meat in animals, thereby influencing the meat quality. For example, the composition ratio of glycolytic muscle fiber is negatively associated with pH_45_ value (45 min postmortem), and oxidative muscle fiber is negatively associated with drip loss [19]. It’s well known that the diversity of muscle metabolic activities is closely related with human muscle diseases and animal meat quality. However, different muscles have consistent DNA sequences because they originate from the same zygote. Therefore, epigenetic regulation is the main mechanism underlying different phenotypes [20]. With the development of high throughput sequencing techniques, more and more sequencing methods are being used to explore the genetic mechanisms underlying diverse biological functions between oxidative and glycolytic muscles. For example, mRNA transcriptome, microRNA transcriptome, and DNA methylome were used to identify novel regulatory factors which are involved with the diverse phenotypes [20,21,22]. Moreover, recent reports have shown that long noncoding RNAs (lncRNAs) and circular RNAs (circRNAs) may play important roles in various biological processes, including cell differentiation and development, and also in some diseases [23,24,25,26]. However, little is known about the biological functions and molecular mechanisms of lncRNAs and circRNAs in regulating diverse biological characteristics between oxidative and glycolytic muscles. Our previous study found that muscle tissues have maximum global transcriptional activity at the age of growth curve inflection point (maximum metabolism rate) [27]. Therefore, in this study, to explore the maximum non-coding RNA transcriptome difference between oxidative and glycolytic muscles, pigs were used as a model to identify distinct lncRNAs and circRNAs between oxidative and glycolytic muscles at growth curve inflection point. It’s well known that pigs are an ideal biomedical model for metabolic studies because their physiology, metabolism, and organ sizes are similar to humans [28]. We believe this study will uncover enormous novel signaling pathways related to biochemical and functional differences between oxidative and glycolytic muscles, and will also provide important insights into muscle disease pathologies and potential treatments.

## 2. Results and Discussion

### 2.1. Sigmoidal Growth Curve of Qingyu Pigs

In a classical growth development sigmoidal curve, the mammalian postnatal growth rate continues to increase slowly until it reaches the maximum at growth inflection point; it then decreases asymptotically [29]. Our previous study has shown that pigs have higher global transcription and translation activities at inflection point than that at non-inflection point [27]. Therefore, to explore the maximum diversity of global transcriptome between oxidative and glycolytic skeletal muscles, logistic function was used to fit the growth curve of Qingyu pigs and predict the growth inflection point [30]. According to the growth data from 126 female Qingyu pigs ranging from birth to 400 days of age, we found that logistic models had a good fit with a typical sigmoidal curve (Figure 1 and Supplementary Table S1); the goodness of fit reached 0.97 (Supplementary Table S1). As shown in Figure 1A, Qingyu pigs reached the inflection point of the growth curve at the age of 177.96 days (Supplementary Table S2). Compared to commercialized pig breeds (such as Durocs), Qingyu pigs reached their inflection point later, but were similar with other Chinese native breeds [29,31]. This agreed with the fact that native pig breeds have a lack of long-term artificial selection for the purpose of improving growth rate.

### 2.2. Differences in Phenotypic Traits between Oxidative and Glycolytic Skeletal Muscles

Based on the revealed inflection point, oxidative and glycolytic skeletal muscles of Qingyu pigs were sampled at 178 days of age for further phenotypes and transcriptome analysis. As shown in Figure 2A,B, the composition of oxidative myofiber in *psoas major* muscle (PMM) was approximately three times that of *longissimus dorsi* muscle (LDM). This result agreed with a previous report that LDM and PMM were typical glycolytic and oxidative muscle tissue, respectively [32]. In Figure 2C, the color of LDM had a higher L* (measure of lightness) and a lower a* (measure of redness) than that of PMM; this agrees with previous studies showing that oxidative fibers contained approximately 50% more myoglobin than glycolytic fibers [33]. Moreover, compared with PMM, LDM had a lower mitochondrial DNA content and a lower glucose and triglyceride concentration (Figure 2D–F). LDM, however, had a higher glycogen and lactic acid content (Figure 2G,H). Those phenotypes were closely related to different mechanisms of glycolysis and oxidative phosphorylation between oxidative and glycolytic muscles. Previous studies have shown that oxidative muscles produced ATP by oxidative mitochondrial processes, and contributed to the sustainability of muscle contractile activity for a long time without showing fatigue. However, glycolytic muscles were easily fatigued because they relied upon glycolytic processes to generate ATP rapidly, which was responsible for glycogen and glucose metabolism leading to lactate accumulation in muscles [2]. Additionally, the diverse lipid contents and the capacity of plasma glucose uptake in different myofiber types were also linked to the development of obesity and type-2 diabetes [34,35]. Therefore, considering the consistent DNA sequence of oxidative and glycolytic muscles from the same donor, the diversity ofmetabolic properties may be significantly regulated by epigenetic regulatory factors, such as lncRNAs and circRNAs.

### 2.3. Identification of mRNAs, lncRNAs, and cricRNAs in Oxidative and Glycolytic Skeletal Muscles

As shown in Table 1, a total of 540,198,540 raw reads (81.02 gigabases) were generated from the 6 cDNA libraries, representing approximately 34× coverage of the complete pig genome (*Sus scrofa* 11.1). 

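The lncRNA data come from these 6 libraries, 3 of LDM and 3 of PMM, from female pigs at 178 days of age. The paper calls the 3 libraries of each muscle biological replicates. The LDM libraries held 90164014, 89601234 and 89028092 raw reads in replicates 1, 2 and 3, and the PMM libraries 90586046, 90321580 and 90497574. The authors' values used here are the FPKM and the mean read coverage of 4046 lncRNA transcripts in each library, with the position, length, exon number and coding potential scores of each transcript. The authors aligned the reads with Tophat, and the methods name Cufflinks for the assembly. Within a library, FPKM was the coverage divided by 1 constant, which puts 7.94, 7.24 and 8.78 gigabases behind the FPKM values of LDM replicates 1, 2 and 3 and 7.59, 7.52 and 7.86 gigabases behind those of PMM. The depth was thus similar in both muscles, and LDM replicate 2 was the shallowest library by this measure. The methods name Sscrofa 11.1, but on 18 of 19 chromosomes the positions of the transcripts run past the last gene of that assembly, so positions are given as the authors' table gives them and their build is not settled. From these values, log2(FPKM + 1) was computed without further scaling. The 1721 transcripts above 0 FPKM in all 3 libraries of at least 1 muscle were compared with limma, with an intensity trend and Benjamini-Hochberg adjustment. A fold change on this scale understates the change of transcripts with low FPKM.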

After discarding adaptor sequences and low-quality reads, approximately 58.98–63.15% of all reads were uniquely and symmetrically mapped to the pig chromosomes (Figure 3): 29.68–31.76% and 29.30–31.39% of all reads were mapped to sense strand and antisense strand, respectively (Supplementary Table S4). Meanwhile, 0.72–1.10% of back-spliced junction reads were obtained for further circRNA identification (Supplementary Table S3). In this study, only the transcript expressed in all three biological replicates can be classified as the kind of expressed transcript, and used for subsequent analysis. Consequently, 15,667 and 15,777 known mRNA transcripts expressed in oxidative and glycolytic muscle were identified, respectively. 

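LDM libraries listed more lncRNA transcripts than PMM libraries. Above 0 FPKM were 2464, 2855 and 2304 transcripts in LDM replicates 1, 2 and 3, a mean of 2541 ± 283 (SD, n = 3). In PMM they were 2303, 2279 and 2107, a mean of 2230 ± 107 (SD, n = 3). Every LDM library lay above every PMM library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Above 0 FPKM in all 3 replicates were 1393 transcripts in LDM and 1242 in PMM, of which 914 were shared, 479 were in LDM alone and 328 in PMM alone. Transcripts with more than 1 exon met this rule far more often, 434 of 466 (93.1%), than transcripts with a single exon, 1287 of 3580 (35.9%). At a minimum of 1 FPKM in all 3 replicates the order of the muscles turned, with 292 transcripts in LDM and 544 in PMM. LDM replicate 2 listed 252 transcripts that no other library listed, and LDM replicate 3 listed 18 such transcripts.

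**Figure D1:**
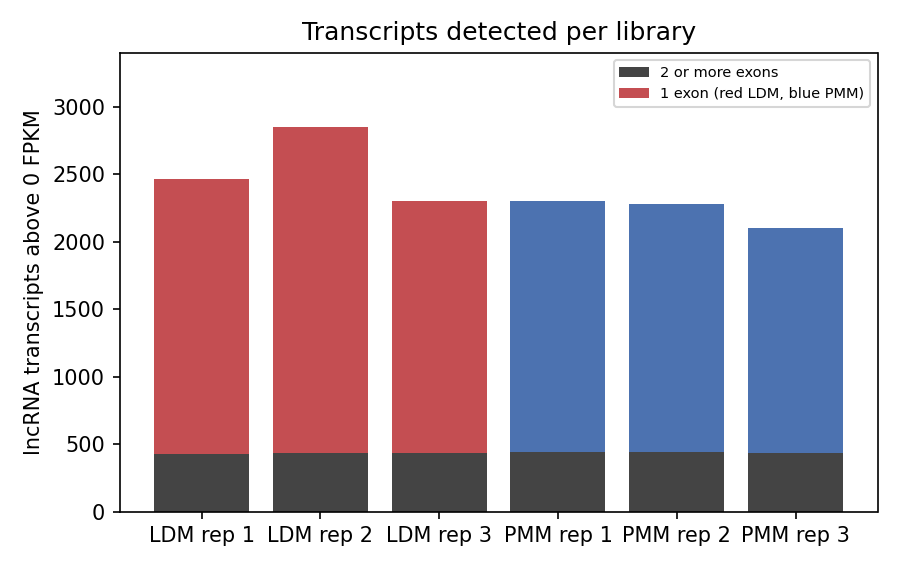
Number of lncRNA transcripts above 0 FPKM (vertical axis) in each of the 6 libraries (horizontal axis). The dark part of each bar counts transcripts with 2 or more exons, and the coloured part those with 1 exon, red for LDM and blue for PMM. LDM replicate 2 has the tallest bar, 2855 transcripts, while the dark part stays between 429 and 443 in all 6 libraries.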

A total of 3663 and 3539 novel lncRNA transcripts were identified from oxidative and glycolytic muscle, respectively. A total of 766 and 776 novel circRNA transcripts were identified from oxidative and glycolytic muscle, respectively (Figure 3).

To further explore the global transcriptional changes, a total of 810 differentially expressed mRNAs were identified between oxidative and glycolytic skeletal muscles, including 265 highly expressed genes in LDM and 545 highly expressed genes in PMM (Figure 4A). Also, 911 differentially expressed lncRNAs were identified from oxidative and glycolytic muscles, including 789 highly expressed lncRNAs in LDM, and 122 highly expressed lncRNAs in PMM (Figure 4B). In addition, 137 differentially expressed circRNAs between oxidative and glycolytic muscles were identified, comprising 12 highly expressed circRNAs in LDM, and 125 highly expressed cricRNAs in PMM (Figure 4C). 

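At an adjusted p under 0.05 from limma, 3 lncRNAs differed between the muscles. The paper does not say which pig each library came from. A difference between animals thus cannot be told apart from one between muscles. The sex of the pigs was taken from the paper and not checked in the libraries. MSTRG.6176.1, the lncRNA6176 of the paper, is a single-exon intergenic transcript on chromosome 14 from 54933497 to 54933777. It had 0.399 ± 0.240 FPKM in LDM and 6.68 ± 0.429 in PMM (SD, n = 3 each), a log2 difference (LDM minus PMM) of -2.47 (standard error 0.35, adjusted p = 8.9e-04 from limma). MSTRG.19565.1, an intergenic transcript of 9 exons on chromosome X from 67151878 to 67177409, was listed at 0, 0 and 0.005 FPKM in the LDM libraries and at 5.72, 5.09 and 3.79 in the PMM libraries (log2 difference -2.54, standard error 0.36, adjusted p = 8.9e-04 from limma). MSTRG.17390.3 overlaps SCARNA13, a small RNA of the Cajal body, on chromosome 7 from 124000307 to 124001534. It was listed at 132, 311 and 519 FPKM in LDM and at 0, 94.2 and 0 in PMM (log2 difference 5.93, standard error 1.08, adjusted p = 0.0139 from limma). Over the 14 other settings and left-out libraries, the first 2 kept an adjusted p under 0.05 in all 14. MSTRG.17390.3 kept it in 5, with adjusted p from 1.2e-90 to 0.415 and log2 differences from 4.83, without PMM replicate 1 or 3, to 10.36 with pseudocount 0.01. In a grid of 24 fits added later, MSTRG.6176.1 kept it in 18, MSTRG.19565.1 in 20 and MSTRG.17390.3 in 6. With FPKM summed per gene ID, an alternative also set beforehand, 2 genes had an adjusted p under 0.05. Both were higher in PMM, so the gene of MSTRG.17390.3 was not called as higher in LDM.
Of 1721 transcripts, 1 was higher in LDM and 2 were higher in PMM at an adjusted p under 0.05, and 135 had an unadjusted p under 0.05 in limma. With the replicate number as a block, 19 were higher in LDM and 29 in PMM. In that fit limma replaced the spread of each transcript by that of the intensity trend, and 28 of the 48 calls had a spread of their own above it. At an unadjusted p under 0.05 and an absolute difference of log2(FPKM + 1) of at least 1, where the paper gives thresholds of the same size for Cuffdiff, 23 transcripts were higher in LDM and 42 in PMM, which is 35.4% higher in LDM (95% exact binomial interval 23.9 to 48.2, counting error only). This share turned with the libraries and the scale. It was 57.5% without LDM replicate 1, 21.9% without LDM replicate 2, 70.5% without LDM replicate 3 and 52.4% with pseudocount 0.1. Scaling by median-of-ratios factors shifted the median of all transcripts by 0.10 (log2) and gave 29 higher in LDM and 20 in PMM. The 3 values of each muscle did not overlap for 101 transcripts higher in LDM and 155 higher in PMM. For 61 and 14 of these, the other muscle was at 0 in all 3 libraries, where the filter on detection allows no overlap.
The next 17 transcripts, 9 higher in LDM and 8 in PMM, did not pass the adjusted p (0.107 to 0.462 from limma). They were taken by unadjusted p among those with no overlap of the muscles and at least 1 FPKM in the higher one. With the block 14 of them passed and 3 did not. The following 3 are among the 14. Their p-values with the block rest on the spread of the intensity trend in place of their own. Exact permutation tests gave p = 0.1 for each of the 3, the smallest p that 3 against 3 allow. The choice by no overlap fixed this p in advance, so it adds no support. MSTRG.11544.1, intergenic on chromosome 3, had 6.87, 4.91 and 7.34 FPKM in LDM and 3.69, 0 and 0 in PMM (adjusted p = 0.107, with the block 6.6e-08). MSTRG.10061.1 lies opposite ARRDC2, an arrestin domain gene, and had 13.2 ± 3.94 FPKM in LDM and 4.25 ± 1.76 in PMM (SD, n = 3 each; adjusted p from limma 0.137, with the block 3.0e-04). MSTRG.16795.1 lies in an intron of MRPS18A, which encodes a protein of the mitochondrial ribosome, and had 10.4 ± 2.82 FPKM in LDM and 32.3 ± 10.4 in PMM (SD, n = 3 each; adjusted p from limma 0.107, with the block 2.9e-05). Leaving out 1 library moved the number at the paper's thresholds from 65 to 106 without LDM replicate 1, 105 without LDM replicate 2, 146 without LDM replicate 3 and 98 without PMM replicate 3, and the number at an adjusted p under 0.05 from 3 to 5 without PMM replicate 1 or PMM replicate 2.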

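Over the 1721 tested lncRNAs, the PMM libraries resembled each other more than the LDM libraries did, which was not tested. The mean Pearson correlation of log2(FPKM + 1) across transcripts was 0.797 within PMM, 0.676 within LDM and 0.677 between the muscles. These correlations are across transcripts, which are not independent replicates. Average-linkage clustering of all tested transcripts set LDM replicate 2 apart from the other 5 libraries. Clustered on the 65 transcripts chosen for their difference in these libraries at the paper's thresholds, the libraries split by muscle, with mean correlations of 0.796 within LDM, 0.601 within PMM and 0.188 between muscles.

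**Figure D2:**
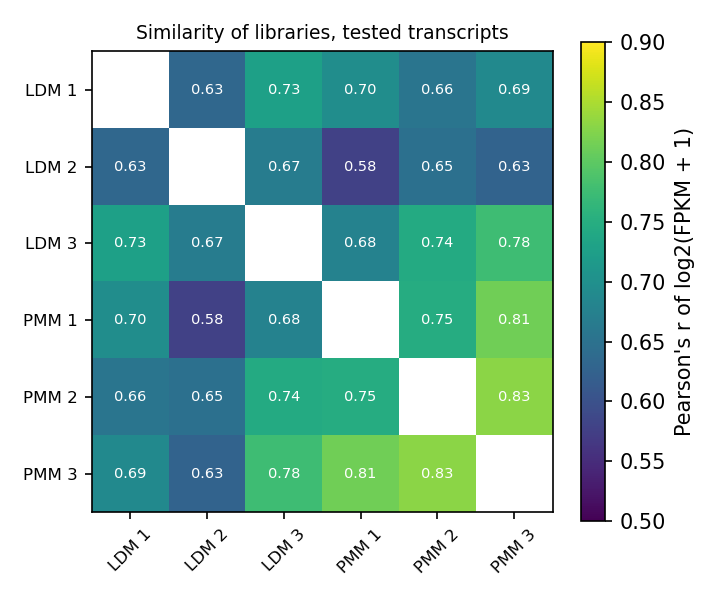
Pearson correlation of log2(FPKM + 1) across the tested lncRNA transcripts for each pair of libraries, as colour and as a number in each cell. Pairs of PMM libraries lie between 0.748 and 0.830 and pairs of LDM libraries between 0.633 and 0.727.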

The heat map of hierarchical clustering analysis indicated that all differentially expressed mRNAs, lncRNAs, and circRNAs were highly reproducible (Figure 4). These results prove the high reproducibility and reliability of transcriptome profiling performed in the present study.

### 2.4. Function Enrichment Analysis of Nearest Neighbor Genes of Differentially Expressed lncRNAs

In the present study, a total of 4046 lncRNAs were obtained from pig skeletal muscles, most of which were defined as intergenic lncRNAs (80.48%) (Supplementary Table S4 and Figure S1). 

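By their class codes, most of the 4046 transcripts lay between genes. Intergenic transcripts numbered 3310, or 81.8% (95% exact binomial interval 80.6 to 83.0, counting error only). A further 505 (12.5%) lay within an intron, 174 (4.30%) overlapped an exon on the opposite strand, 41 (1.01%) had a generic overlap with an exon and 16 (0.395%) shared a splice junction with a gene. Among the 1721 transcripts expressed in all 3 libraries of a muscle, the intergenic share was 78.7% (76.7 to 80.6), and transcripts opposite an exon made up 6.39%. The intergenic share of the transcripts above 0 FPKM was between 79.5% and 81.6% in each of the 6 libraries.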

To explore differential features between lncRNAs and mRNAs, the average expression levels of 4046 lncRNAs and 16,374 mRNAs were estimated as log_10_ (FPKM + 1). This showed that the average expression level of lncRNAs was lower than that in mRNAs (Figure 5A), which was similar to previous findings in pig adipose tissues [36]. In addition, we found that lncRNAs with an average length of 754 bp and 2.8 exons were shorter than mRNAs with an average length of 2453 bp and 8.9 exons (Figure 5B,C). This was in accordance with previous studies showing that lncRNAs were shorter in length and had fewer exons than protein coding transcripts [37,38]. Furthermore, it revealed that the average length of the predicted ORFs in the lncRNAs was 70.83 bp. However, the average length of mRNA ORFs was 463.65 bp (Figure 5D), which agreed with a previous study reported the typical characterization of lncRNAs [39]. These results suggest that the identified lncRNAs in the present study are highly reliable.

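The lncRNAs had low FPKM in both muscles. The mean of log10(FPKM + 1) over all 4046 transcripts was 0.205 ± 0.0820 in LDM and 0.192 ± 0.0211 in PMM (SD over libraries, n = 3 each; exact permutation test, two-sided, p = 0.9). Over the transcripts above 0 FPKM in a library, the mean was 0.319 ± 0.0916 in LDM and 0.348 ± 0.0227 in PMM (SD, n = 3 each; exact permutation test, p = 0.6). A few transcripts stood far above the rest. MSTRG.18512.2, which shares a splice junction with SLN (sarcolipin, a regulator of the calcium pump of the sarcoplasmic reticulum), had 463, 60.6 and 155 FPKM in LDM and 208, 285 and 324 in PMM (adjusted p = 0.716 from limma). MSTRG.14595.1, opposite ssc-mir-4332 on chromosome 6, had 338 ± 140 FPKM in LDM and 255 ± 25.4 in PMM (SD, n = 3 each; adjusted p from limma 0.782). MSTRG.17109.1, which overlaps the RNA of nuclear RNase P, had 3.71, 5825 and 10.6 FPKM in LDM and 5.95, 8.69 and 15.3 in PMM, so that 1 library, LDM replicate 2, holds nearly all of its signal (adjusted p = 0.646 from limma). With the replicate block its adjusted p from limma was 6.2e-19, with the spread of the intensity trend in place of its own. The levels of mRNAs were not analysed here.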

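The 4046 lncRNA models had a mean length of 2175 bp (SD 3057) with a median of 1178 bp and a range of 201 to 50277 bp. The mean number of exons was 1.19 (SD 0.650). A single exon was listed for 3580 transcripts (88.5%), 2 exons for 288, 3 for 102 and 4 for 46. Among the 466 transcripts with more than 1 exon, a set chosen after the values were seen, the mean was 2334 bp and 2.67 exons. Transcripts over 1600 bp made up 39.7% of all, and those of 200 to 400 bp 16.3%. The 1721 transcripts expressed in all 3 libraries of a muscle had a mean length of 2643 bp and 1.42 exons.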

Lots of research projects have shown that lncRNAs may act in *cis*-regulation and affect the gene expression of their chromosomal neighborhood within 10 kb of upstream and downstream [40,41]. Therefore, to investigate the possible functions of lncRNAs on muscle physiology, protein-coding genes were searched in 10-kb upstream and downstream of all the identified differentially expressed lncRNAs. We found that 453 lncRNAs were significantly differentially expressed between LDM and PMM, which were transcribed closely to (<10 kb) 481 differentially expressed mRNAs. 

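Of the 4046 transcripts, 736 overlapped a gene that the authors' table names. Only overlaps were used here, because genes at a distance need an annotation of the table's own build. The lists of genes were fixed before the data were examined. Among genes of muscle transcription factors and fibre-type signalling, 9 lncRNAs overlapped 5 genes and 3 were tested. The lncRNA in KLF13, a Krüppel-like factor gene, had a log2 difference (LDM minus PMM) of -0.33, that in NFATC2, a target of calcineurin, 0.42, and that in PPP3CA, the catalytic subunit of calcineurin, 0.05. None of the 3 passed at an adjusted p under 0.05 from limma, over all transcripts or adjusted over the list alone, and none had an unadjusted p under 0.05. Taken as a set they did not pass either (camera of limma, adjusted p = 0.812, and adjusted p = 0.822 with an estimated correlation). MSTRG.12917.1 in JPH1, a junctophilin of fast-fibre calcium handling, had 1.84, 2.86 and 0.652 FPKM in LDM and 0, 0.001 and 1.22 in PMM (adjusted p = 0.596 from limma). Its unadjusted p from limma was 0.0327 and its log2 difference 1.01. It was thus among the 23 transcripts higher in LDM at the paper's thresholds, though the values of the muscles overlapped. Of markers of other cells, SLA-11 (adjusted p = 0.700 from limma), an immune gene, and PDGFRB (adjusted p = 0.847 from limma), a gene of fibroblasts and pericytes, each had 1 tested lncRNA, and genes of adipocytes and of HOX patterning had none. From lncRNAs that may act in cis, the paper proposes the coding genes near its differentially expressed lncRNAs as their targets.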

Gene Ontology (GO) analysis of the *cis* lncRNA target genes was performed to explore their functions. We found that 75 GO terms were significantly enriched (*p* < 0.05), and the top ten enriched terms included “oxidation-reduction process”, “glycolytic process”, “fatty acid metabolic process”, and “GTPase activator activity” (Figure 6A). Previous studies have shown that glycolytic muscles have a lower oxidative capacity, ATP synthesis efficiency, and mitochondria content than oxidative muscles [2,42]. This agrees with the results of enriched GO terms related to “ATP binding”, “response to oxidative stress”, “oxidoreductase activity”, and “electron carrier activity” in the present study (Figure 6A). Interestingly, we also found genes *pyruvate kinase isoenzyme M2* (*PKM2*) and *hexokinase 2* (*HK2*), both of which were annotated with a glycolytic process-related GO term (GO:0006096). *PKM2* and *HK2* are the predominant genes encoding rate-limiting enzymes that catalyze the glycolysis reaction by degrading glycogen [42]. All these also were supported by the phenotypes of LDM, which have a higher glycogen and lactate content than PMM (Figure 1G,H). These results suggest that glycolytic potential in muscles may be regulated by actions of lncRNAs on these neighboring protein-coding genes. Additionally, our previous studies found that GTPase superfamily (Ras, Rac, Rho, Rab, and Ran) regulated different phenotypic traits between oxidative and glycolytic skeletal muscles through signaling cascades and feedback loop regulation [20]. Here, we found a significantly enriched GO term related to “Rho protein signal transduction” (GO:0035023) and “GTPase activator activity” (GO:0005096) (Figure 6A).

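For genes of energy metabolism only overlapping lncRNAs were examined, while the paper's search also took those nearby. None of the overlapping lncRNAs tested differed between the muscles at an adjusted p under 0.05 from limma or, in the main fit, had an unadjusted p under 0.05. With the replicate block none passed the adjusted p either, and MSTRG.12978.1 had an unadjusted p of 0.0415. For oxidative phosphorylation and mitochondrial biogenesis, 6 lncRNAs overlapped 3 genes and 2 were tested. MSTRG.12978.1, opposite the mitochondrial fission regulator MTFR1, had 0.695, 2.44 and 0.598 FPKM in LDM and 0.203, 0 and 0.536 in PMM (adjusted p = 0.622 from limma). MSTRG.11212.2, opposite MDH2 (mitochondrial malate dehydrogenase), had 0.250 ± 0.114 FPKM in LDM and 0.597 ± 0.361 in PMM (SD, n = 3 each; adjusted p from limma 0.779). For fatty acid uptake, oxidation and PPAR signalling, 3 lncRNAs overlapped 2 genes. The tested one, MSTRG.18035.1 in HADH, an enzyme of fatty acid oxidation, had 0.55, 0 and 3.81 FPKM in LDM and 0.703, 3.74 and 1.54 in PMM (adjusted p = 0.779 from limma). In PDK4, the kinase that inhibits pyruvate dehydrogenase, both lncRNAs were listed at 0 in at least 1 library of each muscle. For glycolysis and glycogen, the 1 lncRNA, MSTRG.19510.1 opposite PFKFB1, had 1.03 ± 0.932 FPKM in LDM and 0.653 ± 0.634 in PMM (SD, n = 3 each; adjusted p from limma 0.855). With the main filter none of these lists had the 3 tested lncRNAs needed for a test as a set. With no filter, 6 lncRNAs of oxidative phosphorylation and 3 of fatty acid uptake could be tested, and neither set passed (camera of limma, adjusted p = 0.916 for both). Oxidative phosphorylation also had 3 without LDM replicate 1 (adjusted p = 0.610 from camera) and without PMM replicate 2 (0.536), where 1 lncRNA higher in PMM passed when adjusted over the list alone.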

Potential targets of lncRNAs in *cis*-regulatory relationships were predicted using pathway analysis, which showed that the top ten Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were related to “fatty acid metabolism”, “PPAR signaling pathway”, “oxidative phosphorylation”, and “glycolysis” (Figure 6B). Previous studies have found that triglyceride concentration (7 mM vs. 4.2 mM) and lipid droplets (0.5% vs. 0.1%) in slow (oxidative) fibers are lower than that in fast (glycolytic) fibers [43,44]. Here, we found genes, including fatty acid translocase (FAT/CD36) and fatty acid-transport protein 6 (FATP6), were annotated to “fatty acid biosynthesis” pathway (ko.00061). These two genes were proven to regulate the process of transferring fatty acid from serum into muscle [45]. The PPAR signaling pathway was involved in the regulation of *PPARβ-PGC1α* signaling cascade, which is the most crucial network responsible for fiber-type switching [34]. Therefore, these findings indicate that lncRNAs play an important role in *cis*-regulating different phenotypic traits between oxidative and glycolytic skeletal muscles.

### 2.5. Function Analysis of Differentially Expressed circRNAs between Oxidative and Glycolytic Muscles

Recently, many studies have shown that circRNA expressions could be regulated by linear transcripts derived from host genes [46,47]. Therefore, to explore the mechanism of circRNAs in regulating muscle physiology, circRNA host genes were used to perform a function enrichment analysis using DAVID software. The top ten significantly over-represented gene ontology (GO) terms were related to “motor activity”, “transition between fast and slow fiber”, and “ATP metabolic process” (Figure 7). The top ten significantly enriched KEGG pathway were related to “PPAR signaling”, “calcium signaling”, and “fatty acid metabolism” (Figure 7). These results were highly consistent with the *cis*-regulatory function of lncRNAs, and also strongly related with different phenotypic traits between LDM and PMM. This implied that circRNA host genes may have important biological functions by regulating circRNA expressions. Interestingly, we found that differentially expressed *circRNA153*, *circRNA41*, and *circRNA69* were transcribed from *MYH1* (coding MyHC-2X protein), *MYH7* (coding MyHC-β protein), and *MYH2* (coding MyHC-2A protein) gene, respectively. These results suggest that the three circRNAs may play important roles in regulating fiber type heterogeneity in muscles.

Previous researchers have found circRNAs served as miRNA sponges which could negatively regulate the expression levels of miRNAs by competing endogenous RNA (ceRNA) networks [48,49]. Here, potential targets of circRNAs were predicted based on the complementary seed sequences of miRNAs (2–8 bp). The top ten differentially expressed circRNAs between LDM and PMM were shown in Table 2, and only one circRNA was up-regulated in LDM. On the basis of bioinformatics analysis, two of the ten cicrRNAs, *circRNA290* and *circRNA9210*, were found to share binding sites with seed sequences of *miR-23a* and *miR-27b*. Interestingly, previous studies have shown *miR-23a* and *miR-27b* could reduce the composition ratio of slow myosin heavy chain isoform by targeting *myocyte enhancer factor 2C* (*MEF2C*) and *forkhead box j3* (*Foxj3*), respectively [50,51]. In consistent with previous findings, *circRNA290* and *circRNA9210*, which targeted with *miR-23a* and *miR-27b* and also decreased the expression of *miR-23a* and *miR-27b*, resulting in increasing expressions of target genes (*MEF2C* and *Foxj3*) (Figure 8), were highly expressed in PMM. Interestingly, the expression pattern of these genes agreed with the phenotype of PMM, which has a higher slow-oxidative myofiber proportion than LDM. These results suggest that *circRNA290-miR27b-Foxj3* and *circRNA9210-miR-23a-MEF2C* networks have a potential role in regulating fiber-type switching. Additionally, previous study has found *SIRT1* (target of *miR-217* [52]) could induce mitochondrial biogenesis by deacetylation of *PGC-1α* [53]. As shown in Figure 8, the expression pattern of *circRNA41-miR-217-SIRT1* network in LDM and PMM was consistent with the phenotype of high mitochondria content in PMM (Figure 2D). Overall, these findings indicate that circRNAs are a critical factor in regulating physiological function in muscles by competing endogenous miRNAs.

### 2.6. QTL Enrichment Analysis of Differentially Expressed Transcripts

Previous studies have reported that heterogeneous muscle fibers were closely related to animal economic traits, such as meat quality and growing development [54,55]. To explore the differentially expressed transcripts related to pig growth and meat quality traits, an enrichment analysis was performed with these differentially expressed mRNAs, lncRNAs, and circRNAs though BLAST analysis with a high confidence and narrowed (<2 Mb) QTL interval. As shown in Table 3, 362 (44.69%) differentially expressed mRNAs had a significant enrichment in QTL regions. For example, CPT2 was localized to chromosome 6 within the interval of QTLs for saturated fatty acid content. FNDC1 was localized to the interval of QTLs for drip loss (Supplementary Table S5). It was found that 357 (39.19%) differentially expressed lncRNAs had a significant enrichment in QTL regions. Most of these enriched QTL regions were related to meat quality traits. 

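Of the lncRNAs in Table S6, 215 of the paper's 357 were held here, with 530 pairs of a lncRNA and a QTL, so no enrichment was tested. Most had more signal in LDM, with a higher mean FPKM in LDM for 181 and in PMM for 34. The paper had chosen them as differing in these same libraries, so this is no separate support. Of the 215, 119 were listed at 0 in all 3 PMM libraries and 2 in all 3 LDM libraries. In LDM replicate 2 alone 53 were above 0, and 35 were above 0 in all 6 libraries. The transcript and the QTL overlapped in all 530 pairs, which the paper's rule for entering the list requires. The trait with the most pairs was drip loss, the water lost by meat on standing, with 66 pairs from 8 lncRNAs. Loin muscle area had 19 pairs from 7 lncRNAs, and thoracic vertebra number 16 pairs from 16 lncRNAs.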

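MSTRG.4177.1, the lncRNA4177 of the paper, is a single-exon intergenic transcript of 561 bp on chromosome 13 from 11493288 to 11493848. It had 0.704, 1.48 and 0.396 FPKM in the LDM libraries and 0.211, 0.462 and 0.475 in the PMM libraries. The log2 difference (LDM minus PMM) was 0.39 (standard error 0.38, adjusted p = 0.770 from limma), and the values of the muscles overlapped (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest p that 3 against 3 allow). In Table S6 it lies in the QTL region from 11418175 to 12452249 and in a region from 11350812 to 11607714.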

One such gene was lncRNA4177, which was localized to chromosome 13 within the interval of QTLs for water holding capacity, pH 45 min post-mortem, average daily gain, and average backfat thickness (Supplementary Table S6). Furthermore, 74 (54.01%) differentially expressed circRNAs were identified to enrich in QTL regions related to growth and meat quality traits. For example, circRNA227 was localized to chromosome 6 within the interval of QTLs for intramuscular fat content and loin muscle area. CircRNA11553 was localized to the interval of QTLs for mean corpuscular hemoglobin content (Supplementary Table S7). These observed results were consistent with the variant phenotypic characteristics between oxidative and glycolytic skeletal muscles.

### 2.7. Validation of differentially expressed lncRNAs and circRNAs

To further validate the high throughput sequencing results in this study, three differentially expressed lncRNAs and circRNAs were randomly selected to detect their expression patterns between LDM and PMM by qPCR. 

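Of the 3 lncRNAs chosen for qPCR, 1 was higher in LDM and 2 were higher in PMM by their mean FPKM. MSTRG.14704.1 on chromosome 6, from 8551276 to 8579251, had 6.30 ± 0.930 FPKM in LDM and 4.70 ± 0.111 in PMM (SD, n = 3 each), a log2 difference of 0.35 (standard error 0.32, adjusted p from limma 0.754). MSTRG.3569.1 on chromosome 12, from 27205621 to 27207483, had 14.0 ± 2.90 FPKM in LDM and 21.0 ± 3.45 in PMM (SD, n = 3 each), a log2 difference of -0.56 (standard error 0.32, adjusted p from limma 0.647). In MSTRG.6176.1 the ratio of the mean FPKM in PMM to that in LDM was 16.7, and 13.7 to 25.5 when each library was left out. In each of the 3, the LDM and PMM values did not overlap (exact permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow). A second transcript of the same gene, MSTRG.14704.2, had 0.341 ± 0.209 FPKM in LDM and 0.262 ± 0.0665 in PMM (SD, n = 3 each; adjusted p from limma 0.939), and without LDM replicate 1 its log2 difference was -0.04. The names of the paper were matched to the authors' transcripts by their number.

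**Figure D3:**
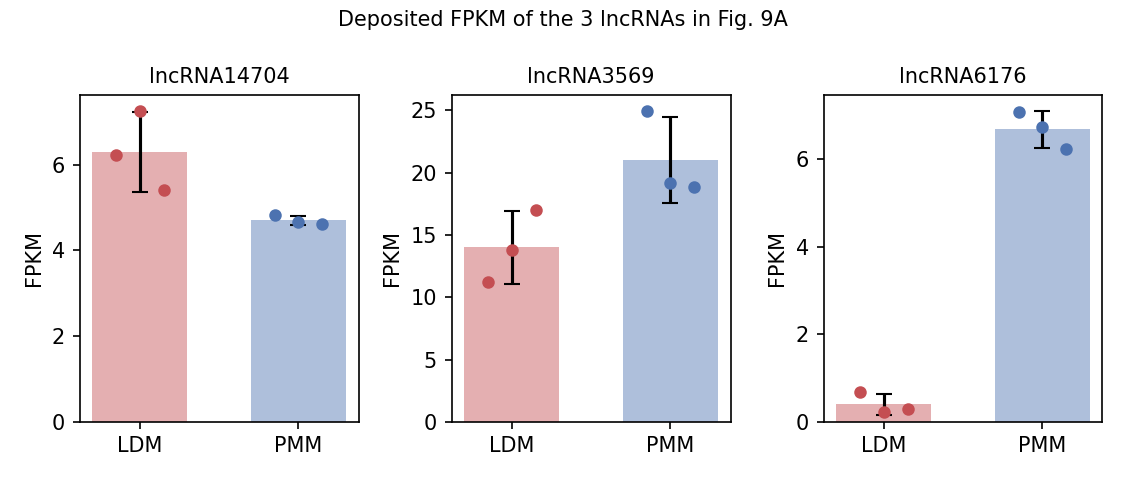
Deposited FPKM (vertical axis, from 0) of the 3 lncRNAs in LDM (red) and PMM (blue). Points are the 3 libraries, bars their mean and error bars the SD. The LDM and PMM points do not overlap in any of the panels.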

As shown in Figure 9A,B, the qPCR results indicated that the expression patterns of these lncRNAs and circRNAs were highly consistent between two methods. In addition, convergent and discrete primers were designed to validate the identified circRNAs by bioinformatics analysis. As shown in Figure 9C, only the discrete primers could amplify PCR products from circRNA transcripts. For example, the circRNA154 amplified its junction region (363 bp) using discrete qPCR primers, but no PCR product was amplified from linear transcripts (such as ACTB). These results suggest that the RNA-Seq data and bioinformatics analysis pipeline used in the present study have a high reliability.

## 3. Materials and Methods

### 3.1. Ethics Statement

All the animal care and sample collection were approved by the Institutional Animal Care and Use Committee of the College of Animal Science and Technology of Sichuan Agricultural University, Sichuan, China, under permit No. DKY-B20131403 (Ministry of Science and Technology, China, approved in 15 June 2004).

### 3.2. Animal Materials and Tissue Collection

In this study, a total of 126 female Qingyu pigs (Chinese native breeds, Bashan animal husbandry technology co., LTD, Tongjiang, Sichuan, China) were fed from birth to 400 days old. The data of growth traits at 19 time points were measured to calculate the inflection point of growth curve by Logistic non-linear models [30]. In all stages, pigs had ad libitum access to feed (formulas shown in Supplementary Table S8) and water, and were housed in the same farm environment. Meanwhile, another 8 female pigs at inflection point (178 days old) were used to harvest *longissimus dorsi* muscle (LDM, glycolytic skeletal muscle) samples from the core of the adjacent to the last rib, and *psoas major* muscle (PMM, oxidative skeletal muscle) samples were obtained from the core of the adjacent to the last 4 ribs. All samples were used for phenotypic traits analysis (*n* = 8), and 3 out of 8 samples were randomly selected for lncRNA and circRNA transcriptome analysis. The 8 pigs were kept off feed but given free access to water for 24 h, and then electrically stunned, exsanguinated, scalded, and rinsed. All the samples were rapidly frozen in liquid nitrogen and stored at −80 °C until being used for RNA and DNA extraction. All pig feed formulas meet or exceed the National Research Council (NRC, 1998) recommendations for the different growth stages (Supplementary Table S8).

### 3.3. Growth Curve Models

The growth curve model used in this study was Wt = A/(1 + Be − kt) [56]. In this model, Wt represents the weight where the time point (*t*) was recorded; B is the growth curve line constant; k is taken as the inherent relative growth rate at the start; A represents the maximum size; A/2 represents the inflection point weight; lnB/k represents the inflection point age; kw/2 represents the maximum daily gain. R2 is the degree of fitting, which is calculated by the equation of R2 = 1 − RSE/RST. In the equation, RST represents the sum of squares of deviations RSE, and represents the residual sum of squares.

### 3.4. Measurement of Phenotypic Traits

The myofiber type ratio was measured using ATPase staining as previously described [57]. Briefly, ATPase reactions were performed after acid (pH 4.6 for 2 min) and alkaline (pH 9.4 for 5 min) pre-incubations, respectively. After staining, the fast-glycolytic fibers showed heavy coloring, whereas slow-oxidative fibers showed light coloring. The myofiber type ratio was measured by the area of glycolytic fibers divided by the area of oxidative fibers in 100 randomly chosen fields of vision. The chosen fields were examined on serial cryosections, which were produced from 8 individuals. Mean area of glycolytic fibers and oxidative fibers was deemed as the average area of myofiber. To detect other metabolites, about 500 mg of frozen muscle sample was weighed and homogenized in 500 mL of 0.9% saline, and then centrifuged at 4200× *g* for 10 min at 4 °C. The supernatant was diluted 50 times for measuring Gly (glycogen, E07G0023), Glu (glucose, E07G0030), and LA (lactate, E07L0004) content by using standard commercial kits from BlueGene Biotech Co., Ltd. (Shanghai, China). Optical density (OD) at 450 nm was immediately measured utilizing an ELISA microplate reader. Consequently, a calibration curve was constructed using OD values corresponding to each concentration of the standard. To measure the triglyceride content in muscles, samples were prepared according to previous descriptions [58]. The triglyceride concentration determined by commercial kits (E07T0018, BlueGene Biotech Co., Shanghai, China) following the manufacturer’s instructions. Besides, muscle color was measured with a Minolta chromameter (CR-300, Minolta Cam-era Co., Osaka, Japan) at 45 min postmortem. The average of triplicate measurements was recorded, and the results were expressed as CIELAB (Commission International de l’eclairage) lightness (L*) and redness (a*) values. All the phenotypic traits were measured from 8 individual pigs at the age of 178 days (*n* = 8).

### 3.5. Transcriptome Library Construction and Sequencing

According to our previous study [59], total RNA was extracted from PMM and LDM using TRIZOL (Invitrogen, Carlsbad, CA, USA), and further purified with RNeasy column (Qiagen, Valencia, CA, USA) according to the manufacturer’s protocol. Total DNA was isolated from LDM and PMM for the measurement of mtDNA copy number by using the DNeasy Blood & Tissue Kit (Qiagen, USA). RNA integrity and concentration were analyzed with the Bioanalyzer 2100 (Agilent Technologies, Foster City, CA, USA). Three biological replicates in each group were used to construct transcriptome library. Briefly, only the RNA samples that had RNA Integrity Number (RIN) scores higher than 8 were used for further library construction. A total of 3 μg RNA per sample was used as input material for RNA sample preparation. mRNAs and non-coding RNAs were enriched by removing rRNAs from the total RNA with a commercial kit (Epicentre, Madison, WI, USA). By using the fragmentation buffer (Ambion, Foster City, CA, USA), mRNAs and non-coding RNAs were fragmented into short fragments (about 200–700 bp), then the first-strand cDNA was synthesized by random hexamer-primer using the fragments as templates. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand cDNA. The double strand cDNA was purified with QiaQuick PCR extraction kit (Qiagen, USA) and then used for end-polishing. Sequencing adapters were ligated to the fragments; then, the second strand was degraded using UNG (Uracil-N-Glycosylase) finally. The fragments were purified by Agarose gel electrophoresis and enriched by PCR amplification. The library products were ready for sequencing analysis via Illunima HiSeqTM 4000, and 150 bp long paired-end reads were generated. All the high-throughput sequencing data have been deposited in NCBI’s Gene Expression Omnibus under GEO Series accession numbers GSE119137.

### 3.6. Identification of mRNAs, lncRNAs, and circRNAs

As in our previous study [59], the clean data were obtained by removing reads containing adapters, reads containing over 10 % of poly (N), and low-quality reads (>50 % of the bases had Phred quality scores ≤ 10) from the raw data. All the downstream analyses were based on high quality clean data. Pig reference genome and gene annotation files were downloaded from NCBI database (*Sscrofa*11.1, NCBI). Paired-end clean reads were aligned to the reference genome using Tophat (version 2.1.1, download site: http://ccb.jhu.edu/software/tophat/index.shtml) package, and parameters were set as default. The mapped reads from each library were assembled with Cufflinks (version 2.1.1) to construct and identify mRNA transcripts. Next, the data analysis was performed by filtering the assembled novel transcripts from the different libraries to obtain putative lncRNAs following the steps in the pipeline as follows. First, transcripts that were shorter than 200 nt in length, containing fewer than 2 exons and fewer than three reads were excluded. Next, using the Coding-Non-Coding Index (CNCI) [60] and Coding Potential Calculator (CPC) [61] to evaluate the coding potential of the filtered transcripts. 

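All 4046 transcripts of the authors' table had a CPC score below -1 and a CNCI score below 0. The CPC score was -1.17 on average (SD 0.105) and ranged from -1.53 to -1.00. The CNCI score was -0.0540 on average (SD 0.0998), with a median of -0.0332 and a range of -3.72 to -4.1e-04. Transcripts with more than 1 exon had a mean CPC score of -1.14 and single-exon transcripts of -1.17.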

A transcript with a CNCI value lower than 0 and a CPC value lower than -1 was taken to be an lncRNA. In this study, the find_circ software was used to identify circRNAs. Briefly, the unmapped back-spliced junction reads were used to extend the anchor sequences by find_circ software with default parameters [62]. Besides, identified circRNAs that expressed in at least two samples were used for further analysis. The expression levels of mRNAs, lncRNAs, and circRNAs were quantified by the value of fragments per kilobase of exon model per million fragments mapped (FPKM). Differentially expressed mRNAs, lncRNAs, and cricRNAs were filtrated by Cuffdiff software with parameters of *p* value < 0.05 and |log_2_ (fold change)| ≥ 1.

### 3.7. Functional Enrichment Analysis

LncRNAs have been shown to regulate the expression of neighboring genes (*cis*-acting regulation) [63]. Therefore, coding genes were searched from 10-kb upstream and downstream of all the identified differentially expressed lncRNAs; then, their functional roles were predicted as follows. The names of the neighboring genes were used to form a gene list to input into DAVID software (DAVID 6.8) for Gene Ontology (GO) analysis according to our previous study [59]. A Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the predicted target genes was performed with KOBAS software using a hyper-geometric distribution test. GO terms and KEGG pathways with Benjamin-corrected *p* value < 0.05 were considered to be significantly enriched. Finally, differentially expressed transcripts were used to map pig QTL regions according to previous descriptions [64]. QTL data were downloaded from the Pig Quantitative Trait Locus database (PigQTLdb: http://www.animalgenome.org/QTLdb/pig.html) website. When a transcript has an overlapping region with QTL (<2 Mb) regions (at least half length of the gene or the QTL), it was defined as a QTL transcript.

### 3.8. Quantitative RT-PCR

The quantitative RT-PCR (Q-PCR) was performed according to our previously described study [59]. Briefly, SYBR Green Real-time PCR Master Mix (TaKaRa, Dalian, China) was used to perform the reactions on CF96 Real-Time PCR Detection System (Bio-Rad). The 2^−ΔΔCt^ method was used to determine the relative mRNA abundance. *ACTB*, *TBP*, and *TOP2B* genes were simultaneously used as internal gene for normalization. The ratio of mitochondrial genes (*ATP6*, *COX2*, and *ND1*) to nuclear DNA single copy gene (*GCG*) within the same samples was used to calculate the relative mtDNA copy number. All reactions were performed in triplicate. All PCR primer sequences are shown in Supplementary Table S9.

### 3.9. Statistical Analyses

All data were analyzed using Student’s *t*-test analyses in SPSS (21.0 version, SPSS, Inc., Chicago, IL, USA). The significance level for the statistical analysis was *p* < 0.05. All data are presented in this paper as means ± standard error of the mean (SEM).

## 4. Conclusions

In summary, we conducted a genome-wide diversity analysis of lncRNA and circRNA expression in porcine oxidative and glycolytic skeletal muscles at growth curve inflection point (maximum growth rate). Nine hundred and eleven differentially expressed lncRNAs and 137 differentially expressed circRNAs were identified which were potentially associated with the glycolytic process, oxidation-reduction process, ATP metabolic, and the transition of fiber types. These enriched pathways were consistent with the different phenotypes between oxidative and glycolytic muscles, such as mitochondrial content, proportion of fiber types, and glycolytic potential. We also found that *circRNA290-miR27b-Foxj3* and *circRNA9210-miR-23a-MEF2C* were two competing endogenous networks which ware closely linked to muscle fiber-type switching. Interestingly, some differentially expressed transcripts were significantly enriched in pig QTL regions related to traits of meat quality and growing development. We believe that this study will contribute to the understanding of human muscle health and animal meat quality.

## Figures and Tables

**Figure 1:**
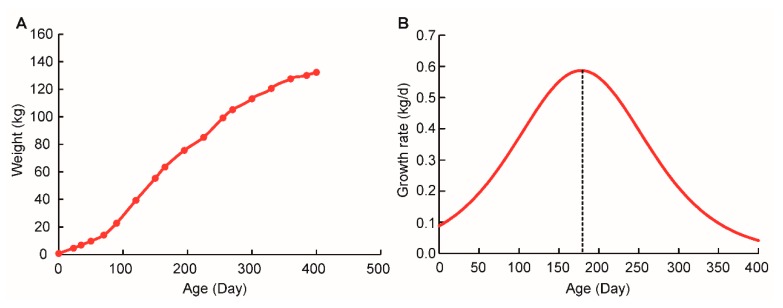
Growth curve of Qingyu pigs. (**A**) Sigmoidal curve fitted using logistic model, *n* = 126. (**B**) Daily gain of Qingyu pigs fitted by using a logistic equation, *n* = 126.

**Figure 2:**
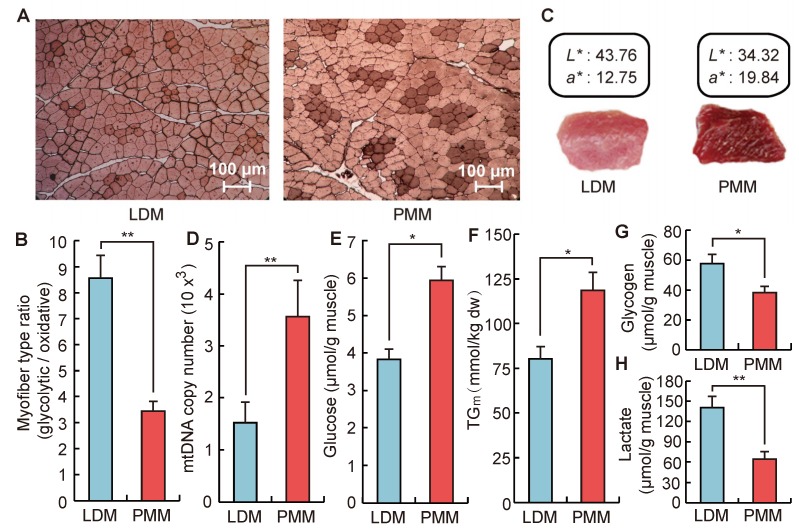
Different phenotypic indexes between oxidative (PMM) and glycolytic (LDM) skeletal muscles. (**A**) ATPase staining identifies slow-twitch (Type I) muscle fiber (dark color) and fast-twitch (Type II) muscle fiber (light color) in LDM and PMM, *n* = 8. (**B**) The muscle fiber types ratio (Fast/Slow) between LDM and PMM, *n* = 8. (**C**) The color of fresh samples of LDM and PMM, *n* = 8. (**D**) Mitochondrial DNA copy number per cell in LDM and PMM, *n* = 8. (**E**–**H**) The concentration of glucose, triglyceride, lactate, and glycogen in LDM and PMM, respectively, *n* = 8. Data are means ± SEM. Statistical significance was calculated by Student’s *t*-test. Significant difference levels: * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
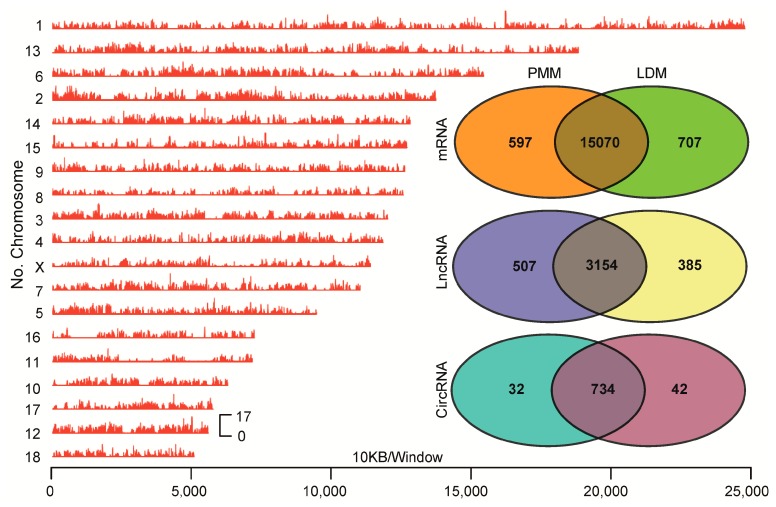
The distribution of sequenced reads and expressed transcripts in muscles. The left panel represented genome-wide distribution of sequenced reads in pig chromosomes. The right panel of Venn diagrams represented all the numbers of expressed mRNAs, lncRNAs, and circRNAs between LDM and PMM.

**Figure 4:**
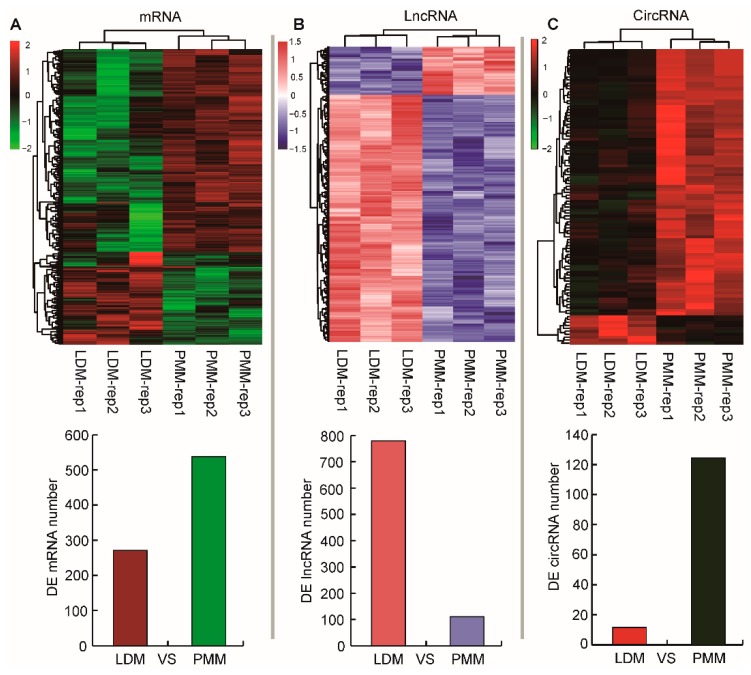
Hierarchical clustering analysis for differentially expressed (DE) mRNAs (**A**), lncRNAs (**B**), and circRNAs (**C**) between LDM and PMM.

**Figure 5:**
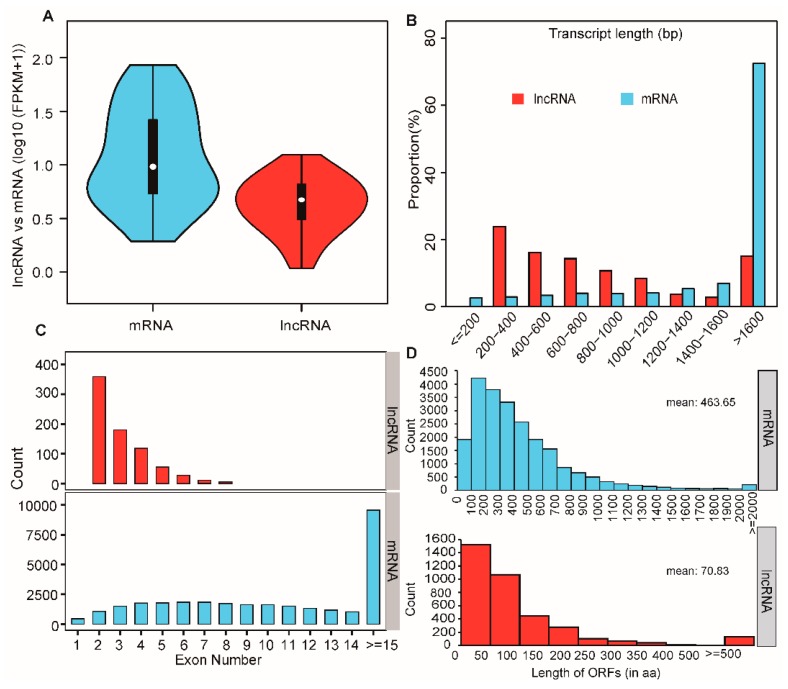
Comparison of genomic features of mRNAs and lncRNAs. (**A**) Expression levels of total mRNAs and lncRNAs using log_10_ (FPKM + 1). (**B**) The transcript length of mRNAs and lncRNAs. The x axis represents the length of transcripts, and the y axis represents the composing proportion. (**C**) Distribution of exon numbers of mRNAs and lncRNAs. (**D**) Distribution of open reading frames (ORFs) lengths in mRNAs and lncRNAs.

**Figure 6:**
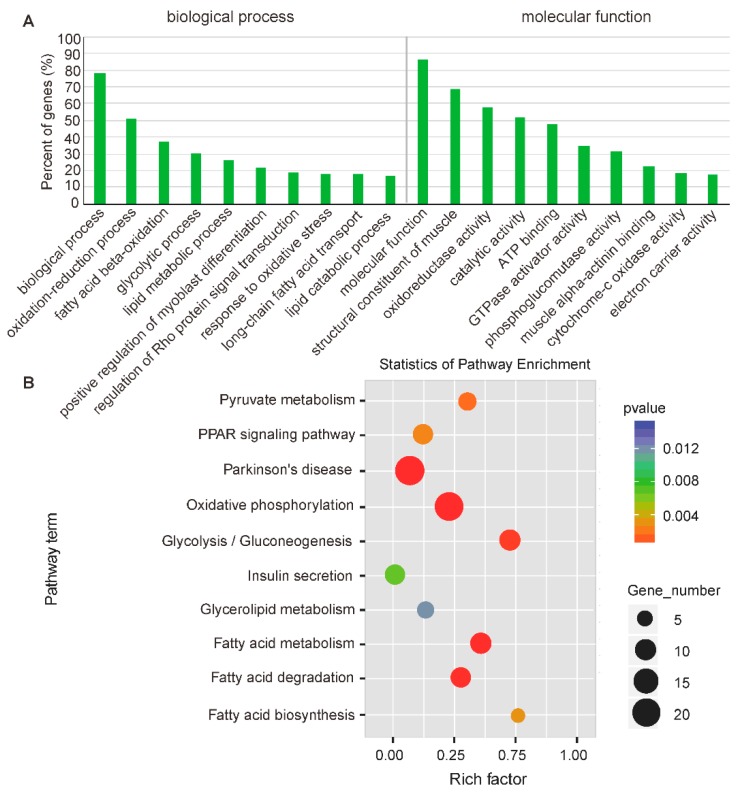
Functional enrichment analysis of differentially expressed *cis* lncRNA target genes between LDM and PMM. (**A**) Gene Ontology (GO) terms and (**B**) KEGG pathways enriched for neighboring target genes of DE lncRNAs (*cis*-regulation). Benjamin-corrected modified Fisher’s exact test was used to calculate the *p* values.

**Figure 7:**
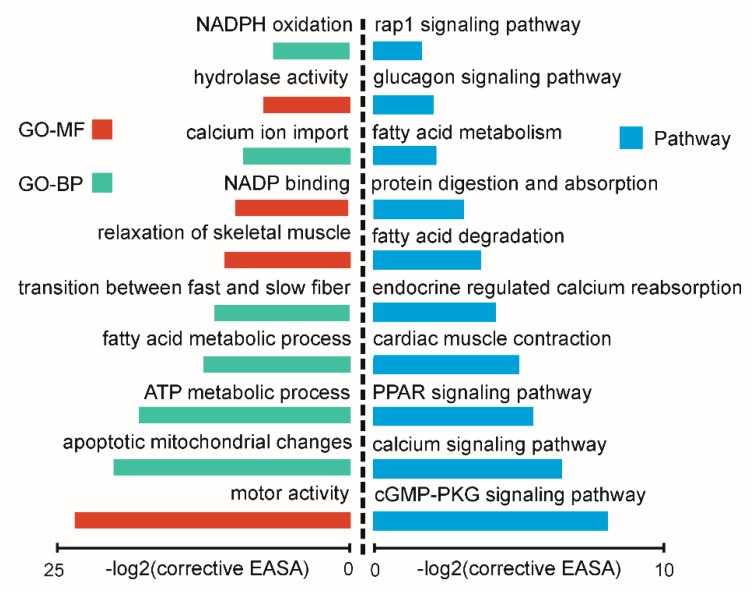
The top ten GO terms and KEGG annotations for host genes of differentially expressed circRNAs. The EASE score, which indicated the significance of comparisons, was calculated by Benjamin-corrected modified Fisher’s exact test.

**Figure 8:**
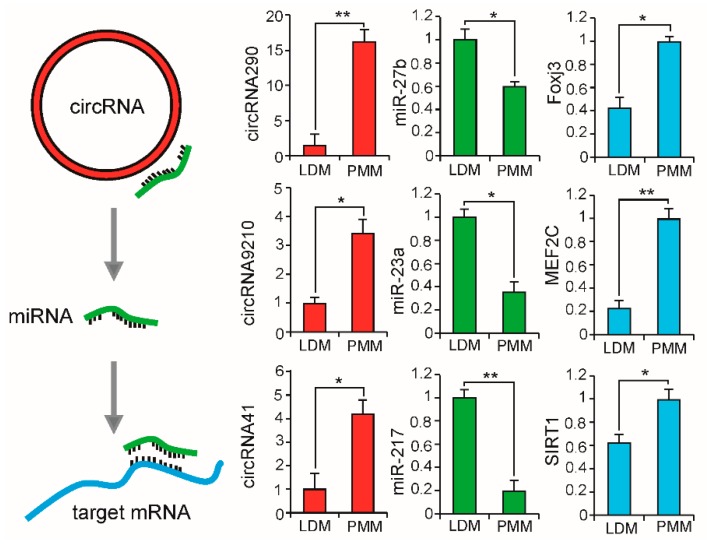
The differentially expressed circRNA-miRNA-mRNA network between LDM and PMM. qPCR was used to detect expression levels of circRNAs, miRNAs, and mRNAs. All data are presented as means ± SEM. Student’s *t*-test used to calculate statistical significance (* *p* < 0.05, ** *p* < 0.01), *n* = 3.

**Figure 9:**
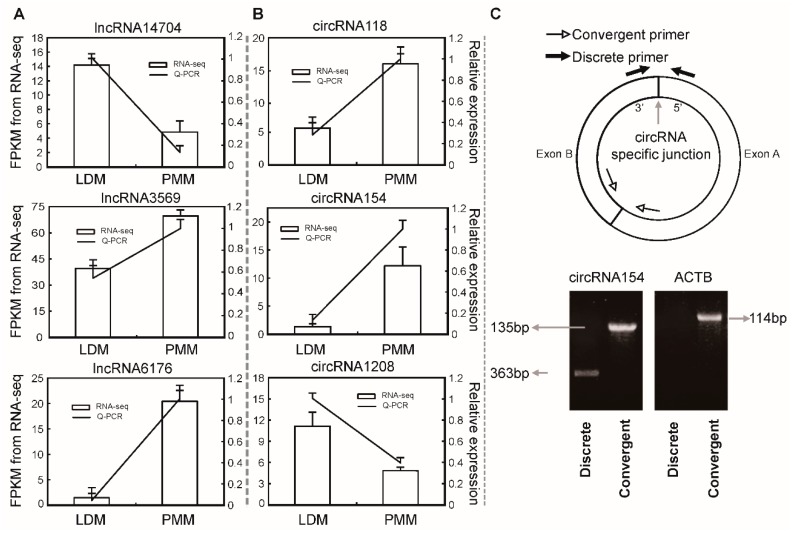
Using qPCR to validate RNA-seq data. (**A**) RNA-seq and q-PCR data of expression levels of 3 randomly selected lncRNAs, *n* = 3. (**B**) RNA-seq and q-PCR data of expression levels of 3 randomly selected circRNAs, *n* = 3. (**C**) The illustration of qPCR primers for identifying circRNAs, *n* = 3.

**Table 1:** Summary of transcriptome data.

Sample	Raw Data (Reads)	Clean Data (Reads)	Data Size (Gb)	Clean Data Q20 (%)	GC Content (%)	rRNA Reads (%)
LDM_1	90164014	89626552	13.52	96.75	52.52	0.56
LDM_2	89601234	89357710	13.44	96.88	50.84	0.26
LDM_3	89028092	88835098	13.35	96.75	53.75	0.21
PMM_1	90586046	90269524	13.59	96.77	51.7	0.33
PMM_2	90321580	89987360	13.55	96.44	51.41	0.35
PMM_3	90497574	90141574	13.57	96.5	51.46	0.38

**Table 2:** The top ten differentially expressed circRNAs between LDM and PMM.

Accession	Fold Change (LDM/PMM)	Host Gene	Sponge miRNAs
*ciRNA290*	−16.97	*PAN2*	*miR-133a, miR-150, miR-221, miR-23a, miR-23b, miR-27a, miR-27b, miR-30b*
*circRNA8413*	−7.08	*AQP4*	*miR-9823*
*circRNA17323*	−5.94	*C11orf70*	*miR-9859*
*circRNA16211*	−5.38	*PANK1*	*miR-22, miR-339, miR-339, miR-676*
*circRNA5396*	−5.28	*PANK1*	*miR-22, miR-676*
*circRNA10701*	4.99	*SLC6A20*	*miR-2320, miR-4335, miR-885*
*ciRNA41*	−4.07	*MYH7*	*miR-217*
*ciRNA296*	−4.00	*CCDC88A*	*miR-421*
*circRNA12969*	−3.82	*CLIP4*	*miR-221, miR-23a, miR-23b, miR-27a,*
*circRNA9210*	−3.77	*CLIP4*	*miR-133a, miR-145, miR-150, miR-23a, miR-23b, miR-27a, miR-27b*

**Table 3:** Distribution of differentially expressed transcripts in chromosome and QTLs region.

Chromosome	DE Transcript Number in QTL Region/QTL Region Length (Mb)		
	mRNA	LncRNA	CircRNA
1	25/15.39	31/19.56	1/0.31
2	32/15.45	32/13.69	4/2.82
3	21/10.07	17/9.72	13/1.70
4	31/11.78	27/13.26	4/2.09
5	18/5.87	6/4.53	17/1.43
6	35/18.78	18/9.88	2/1.73
7	41/26.39	33/22.27	1/0.92
8	14/12.24	29/13.27	0/0
9	19/13.90	17/13.27	2/2.13
10	16/10.93	24/8.18	5/2.04
11	4/10.93	1/1.73	1/1.00
12	21/13.89	19/12.07	0/0
13	25/14.34	32/13.19	4/0
14	19/10.95	21/11.51	3/1.22
15	17/6.68	21/8.56	8/2.13
16	8/3.95	16/7.80	5/2.04
17	6/1.30	4/2.13	4/1.81
18	6/2.52	8/3.56	0/0
X	4/3.07	1/0.72	0/0
MT	0/0	0/0	0/0

The statistical significance was calculated by the χ^2^-test (*p* < 10^−4^). MT: mitochondria.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/12/2855/s1.

# Supplementary material for: Comprehensive Analysis of lncRNAs and circRNAs Reveals the Metabolic Specialization in Oxidative and Glycolytic Skeletal Muscles
**Source:** Int J Mol Sci. 2019 Jun 12;20(12):2855. doi: 10.3390/ijms20122855
**Supplement:** Supplementary file 1

Supplementary Material

Comprehensive analysis of lncRNAs and circRNAs reflects the metabolic specialization in oxidative and glycolytic skeletal muscles

Linyuan Shen, Qianzi Tang, Guoqing Tang, Yanzhi Jiang, Mingzhou Li, Lei Chen, Lin Bai, Surong Shuai, Jinyong Wang, Xuewei Li, Kun Liao, Shunhua Zhang, & Li Zhu

Supplementary Table S1. The measured weight of Qingyu pigs

**Age**	**0 day**	**23 day**	**35 day**	**50 day**	**70 day**
BW	0.76±0.08	4.63±0.88	6.91±0.93	9.70±1.48	14.13±0.85
**Age**	**90 day**	**120 day**	**150 day**	**165 day**	**180 day**
BW	22.78±2.95	39.37±3.14	55.36±4.71	63.54±5.28	69.32±6.30
**Age**	**195 day**	**225 day**	**255 day**	**270 day**	**300 day**
BW	75.60±7.81	85.15±6.64	99.22±8.26	105.17±7.66	113.13±7.52
**Age**	**330 day**	**360 day**	**385 day**	**400 day**	
BW	128.32±9.75	137.94±7.78	143.04±7.49	146.65±6.26	

BW, body weight.

Supplementary Table S2. Fitting parameters of Logistic nonlinear curves

**Model**	**k**	**a**	**b**	**R²**	**Age (MGR)**	**Index (MGR)**
Logistic	130.404	24.613	0.018	0.974	177.960	65.202

MGR, the point of maximum growth rate

Supplementary Table S3. Summary of transcriptome data

Sample	LDM_1	LDM_2	LDM_3	PMM_1	PMM_2	PMM_3
Valid reads	86930486	86411128	86581698	86844958	85596078	86113732
Mapped reads	71.91%	71.66%	75.01%	71.96%	72.09%	72.24%
Unique Mapped reads	61.51%	63.15%	58.98%	62.43%	61.42%	60.62%
Multi Mapped reads	10.40%	8.51%	16.03%	9.53%	10.67%	11.61%
PE Mapped reads	32.47%	32.38%	34.08%	32.54%	32.16%	32.51%
Mapped left reads	37.22%	36.79%	38.55%	37.22%	37.12%	37.39%
Mapped right reads	34.70%	34.87%	36.46%	34.74%	34.97%	34.84%
Reads map to sense strand	30.75%	31.76%	29.68%	31.22%	31.03%	30.46%
Reads map to antisense strand	30.76%	31.39%	29.30%	31.21%	30.38%	30.17%
Non-splice reads	36.06%	40.56%	33.66%	39.49%	38.88%	36.57%
Splice reads	25.45%	22.58%	25.32%	22.94%	22.54%	24.06%
Back-spliced junctions reads	0.85%	0.74%	1.10%	0.72%	0.98%	0.87%

Supplementary Table S4. Statistics of identified lncRNAs

Sample	"i"	"j"	"o"	"u"	"x"
LDM_1	293	13	39	1985	134
LDM_2	333	14	38	2329	141
LDM_3	262	15	39	1867	121
PMM_1	280	14	39	1837	133
PMM_2	261	15	39	1844	120
PMM_3	256	14	38	1675	124

J: Potentially novel isoform (fragment): at least one splice junction is shared with a reference transcript; I: A transfrag falling entirely within a reference intron; O: Generic exonic overlap with a reference transcript; U:Unknown, intergenic transcript; X:Exonic overlap with reference on the opposite strand

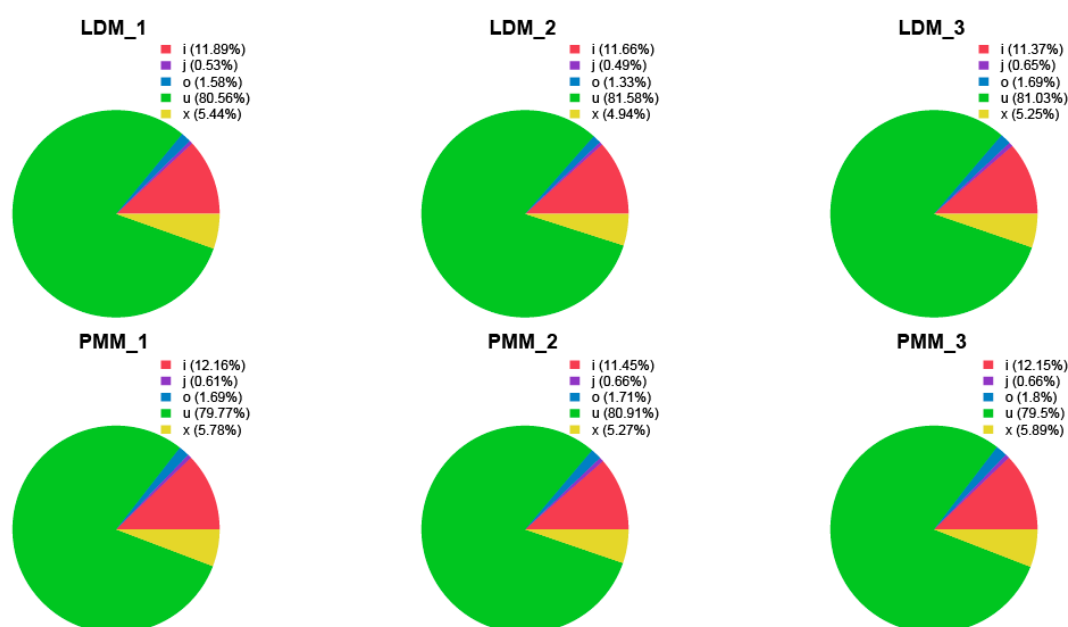

Supplementary Fig.S1. The type and distribution of identified lncRNAs. J: Potentially novel isoform (fragment): at least one splice junction is shared with a reference transcript; I:A transfrag falling entirely within a reference intron; O: Generic exonic overlap with a reference transcript; U:Unknown, intergenic transcript; X:Exonic overlap with reference on the opposite strand.

Supplementary Table S8. Ingredient composition and nutrient levels of experimental diets (as fed basis,%)

**Ingredients**	**7-11kg**	**11-25kg**	**25-50kg**	**50-75kg**	**>75kg**
Corn grain	27.19	35.00	68.57	75.13	78.03
Expand corn	25.00	23.68	0.00	0.00	0.00
Soybean oil	2.50	1.80	3.00	3.00	3.00
Sucrose	2.00	2.00	2.00	0.00	0.00
Wheat bran	0.00	0.00	3.00	3.00	5.00
Whey powder	12.00	7.00	0.00	0.00	0.00
Soybean meal	8.00	12.00	18.20	15.50	10.90
Full-fat soybean	5.00	8.00	0.00	0.00	0.00
Soy protein concentrate	5.00	3.00	0.00	0.00	0.00
Whole milk powder	3.00	0.00	0.00	0.00	0.00
Fishmeal (CP 62.5 %)	4.00	3.00	2.00	0.00	0.00
Plasma protein powder	3.00	1.00	0.00	0.00	0.00
L-Lys·Hcl	0.45	0.46	0.42	0.44	0.40
DL-Met	0.15	0.16	0.14	0.12	0.10
L-Thr	0.15	0.16	0.14	0.15	0.14
L-Try	0.01	0.02	0.03	0.03	0.03
Choline chloride 50%	0.15	0.10	0.10	0.10	0.10
CaCO ₃	1.00	0.92	0.90	0.89	0.80
CaHPO ₄	0.10	0.40	0.70	0.84	0.70
NaCl	0.30	0.30	0.30	0.30	0.30
Premix ¹	1.00	1.00	0.50	0.50	0.50
Total	100.00	100.00	100.00	100.00	100.00
**Nutrient levels²**					
DE (Kcal/kg)	3.58	3.48	3.39	3.40	3.39
CP (%)	19.55	18.35	15.68	13.73	12.18
Ca (%)	0.79	0.71	0.66	0.59	0.52
STTD P (%)	0.39	0.34	0.31	0.27	0.25
SID Lys (%)	1.36	1.23	0.98	0.85	0.73
SID Met+cys (%)	0.74	0.69	0.55	0.55	0.42
SID Thr (%)	0.80	0.73	0.58	0.52	0.46
SID Trp (%)	0.22	0.20	0.17	0.15	0.13

Note 1: Contents per kg of diet for 7-25 kg BW Period: Fe, 150 mg; Cu, 195 mg; Zn, 150 mg; Mn, 30 mg; I, 0.3 mg; Se, 0.3 mg; vitamin A, 12000 IU; vitamin D, 3200 IU; vitamin E, 80 mg; vitamin K₃, 32.50 mg; vitamin B₁, 2.30 mg; vitamin B₂, 6.50 mg; vitamin B₆, 5 mg; vitamin B₁₂, 50 µg; nicotinic acid, 45 mg; pantothenic acid, 20 mg; folic acid, 1.50 mg; biotin, 0.15 mg; enzyme preparation and preservatives. Contents per kg of diet for 7-25 kg BW Period: Fe, 120 mg; Cu, 17 mg; Zn, 100 mg; Mn, 25 mg; I, 0.3 mg; Se, 0.2 mg; vitamin A, 5512 IU; vitamin D, 2250 IU; vitamin E, 24 mg; vitamin K₃, 3 mg; vitamin B₂, 6 mg; vitamin B₆, 3 mg; vitamin B₁₂, 24 µg; pantothenic acid, 15 mg; folic acid, 1.20 mg; biotin, 0.15 mg; enzyme preparation and preservatives. Note 2: Nutrient levels were calculated values.

Supplementary Table S9. Information of primers used to perform q-PCR

Gene symbol	Forward primer (5'-3')	Reverse primer (5'-3')
<i>COX2</i>	GCACCCCGACATAGAGAGC	CTGCGGAGTGCAGTGTCT
<i>ND1</i>	CCACTACCAATACCCTACCCTC	TGCGTATTTTGAGTTGGATGCT
<i>ATP6</i>	AAACATCACTAGCCCACTTTCT	TAATGTTGGCTGTCAGTCGTAC
<i>GCG</i>	GAATCAACACCATCGGTCAAAT	CTCCACCCATAGAATGCCCAGT
<i>LncRNA14704</i>	CAAGCCTCATCTGAATCCTCTA	GTCCCACTATCCTCACTGCTAA
<i>LncRNA3569</i>	GAGGAGCAAGATTTAAGAGGCG	CCCTGAGTAGATGATACCCACA
<i>LncRNA6176</i>	ATCTGGTGTGTCTACTGCTTGG	TTAGGAAATATCCATTGTTTGG
<i>MEF2C</i>	GGGTATGGCAATCCCCGAAACT	TTGCTGCCTGGTGGGAATAAGAA
<i>SIRT1</i>	TCTTCCCTGAAAGTAAGACCAG	GGCATATTCACCTCCTAACCTA
<i>miR-27b</i>	TTCACAGTGGCTAAGTTCTGC	R-primer (Uni-miR qPCR Primer)
<i>miR-23a</i>	ATCACATTGCCAGGGATTTC	R-primer (Uni-miR qPCR Primer)
<i>miR-217</i>	TACTGCATCAGGAAGTATTGGAT	R-primer (Uni-miR qPCR Primer)
<i>circRNA290</i>	GATGTGGAATGATTTCTTCTGG	ATCAGATCCAAGTCACGGTCGC
<i>circRNA9210</i>	ACAAACTATTATGGTAATGGAA	CCACAGTTCAACAACAGACCAA
<i>circRNA41</i>	TGGGTTCAATTTCTGACCTTAC	AAACGCATTACACAGGTATTCA
<i>circRNA118</i>	TCCCGCTCAAATCACATCAAG	TGCAACTTGCAAACCGCCAGG
<i>circRNA1208</i>	ATATCTATGCAGACACCATCCT	TCTCCTGTGCCCATCATTGTGTG
<i>circRNA154</i> (Divergent)	TACAAATAAATCCCTGCGTAAA	CCTCCTGTCTGGCATAAAGTAA
<i>circRNA154</i> (Convergent)	GTGAGGACGGAAGTGTGTTGG	CCTCTGCGGTGCGCACCTTATT
<i>ACTB</i> (Divergent)	ACTCGTCGTAATCCTGCTTGCT	CCCCTGCGCTTCTGCTTTCCTC
<i>TBP</i>	GATGGACGTTTCGGTTTGG	AGCAGCACAGTACGAGCAA
<i>TOP2B</i>	AACTGGATGATGCTAATGATGCT	TGGAAAACTCCGTATCTGTCTC

COX2: cytochrome c oxidase subunit 2; *ND1*: NADH dehydrogenase subunit 1; *ATP6*: ATP synthase F0 subunit 6; *GCG*: glucagon; *Foxj3*: forkhead box J3; *MEF2C*: myocyte enhancer factor 2C; *SIRT1*: sirtuin 1; *ACTB*: actin beta; *TBP*: TATA-box binding protein; *TOP2B*: DNA topoisomerase II beta. Uni-miR qPCR Primer included in commercial kits.

How the deposited data were processed for this re-analysis (not part of the article)

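RNA of longissimus dorsi muscle (LDM) and psoas major muscle (PMM) of female Qingyu pigs at 178 days of age was sequenced in 6 libraries, 3 per muscle, at 89028092 to 90586046 raw reads each. The authors aligned the reads with Tophat to the pig genome (Sscrofa 11.1 in the methods and in the submitters' processing notes). The methods name Cufflinks for the assembly, while the transcript IDs of the deposited table begin with MSTRG. The authors kept assembled transcripts of low coding potential, and the table holds 4046 of them. Whether its positions follow Sscrofa 11.1 is not settled, since on 18 of 19 chromosomes they run past the last gene of that assembly. A gene table of that assembly was used for names only, and 120 of the 249 Ensembl IDs were matched in it.

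The deposited table gives, for each transcript and library, the FPKM that the authors computed, and the authors' read coverage per base, a signal with no scaling between libraries. Coverage times length was a whole number of bases for 82.8% of values, within a tolerance of 0.02 bases. In each library the ratio of the authors' coverage to their FPKM was constant, and this ratio gave 7.24 to 8.78 gigabases in LDM and 7.52 to 7.86 gigabases in PMM behind the FPKM values. The deposited CPC and CNCI scores of coding potential were used as given. Reads were not used and no count model was applied. The reads expected at a value of 0 were estimated from the lower FPKM of the other 2 libraries of the muscle, the gigabases of the library itself, the length of the transcript and the read length of 150 bases.

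FPKM were compared on the scale of log2(FPKM + 1), with LDM minus PMM as the difference. The test was limma (version 3.58.1, R 4.3.3) with moderated spread and an intensity trend, two-sided, with Benjamini-Hochberg adjustment, on the 1721 transcripts above 0 FPKM in all 3 libraries of a muscle. Adjusted p-values come from limma unless another test is named. Transcripts were counted at an adjusted p under 0.05, and at an unadjusted p under 0.05 with an absolute log2 difference of at least 1, as the paper did with Cuffdiff. Sets of lncRNAs in listed genes were tested with camera, with a preset correlation of 0.01 and with an estimated one, where at least 3 were tested. Single values of the libraries were compared with exact permutation tests, for which 3 against 3 allow no p under 0.1. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Binomial intervals are exact at 95% and cover counting error only.

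On simulated values with the spread of each real transcript and 200 of 1721 transcripts changed, limma recovered 36% of the changes of 1 (log2), 86% of 2, 98% of 3 and 100% of 4, with 4 false calls. With the replicate number as a block, and an effect of that number of a set size added, it recovered 12%, 86%, 92% and 98%, with 3 false calls. The simulated values were normal draws around each mean and do not copy the zeros, which make up 41.0% of the deposited values. In the real data the fit with the block also dropped each transcript's own spread. These shares and false calls thus do not measure the error of the fits on the real values.

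The libraries carry the replicate numbers 1, 2 and 3 in both muscles. The paper speaks of both muscles of the same donor but does not say that a number marks a pig. Deviations from the muscle means correlated at 0.239, 0.123 and 0.168 for libraries of the same number and at -0.179 to 0.0423 for the others, so the numbers were taken to pair the libraries. This pairing is an assumption. Deviations within a muscle sum to 0, so these correlations depend on each other. Zeros did not mark the pairs, with phi values of 0.173 to 0.336 for the same number and 0.0831 to 0.324 for the others. The correlations of the deviations and the counts of the fit with the replicate block, 19 higher in LDM and 29 in PMM, were first seen at the same time.

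Transcripts were named by a rule set before the data were examined, after the paper and its Table S6 had been read. It took the lncRNAs the paper names, up to 10 per muscle of the largest difference among those at an adjusted p under 0.05, with no overlap of the muscles and at least 1 FPKM in the higher one, filled up by the smallest unadjusted p, up to 3 per gene list, the 3 of the highest mean FPKM in each muscle, and lncRNAs in genes the paper names. The gene lists and the alternatives of pseudocount (0.1 or 0.01), filter, scaling, block, trend and left-out libraries were also set then. Fits with more than 1 choice changed, fits on multi-exon transcripts and a grid of 24 fits were added after the data were seen. Genes at a distance from a lncRNA, mRNAs, circRNAs, phenotypes and qPCR values were not analysed here. The results of 1 of the gene lists are not reported here. Of the 41 named transcripts, those not described singly enter the counts and the ranges over the alternatives only. Of Table S6, 215 of the paper's 357 lncRNAs were held.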

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

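The tests of other splits were chosen after the results were seen. At an adjusted p under 0.05 from limma, 2 lncRNAs that the paper does not name differed between the muscles. MSTRG.19565.1 on chromosome X was higher in PMM, with a log2 difference (LDM minus PMM) of -2.54, and was listed at 0, 0 and 0.005 FPKM in the 3 LDM libraries. It has 9 exons, and it kept an adjusted p under 0.05 in all 14 alternatives set before the data were examined (8.9e-04 as reported, 3.2e-10 to 0.0410 in the alternatives). In the grid of 24 fits added later it passed in 20. A difference between animals cannot be told apart from one between muscles for it, since the pig of each library is not stated. MSTRG.17390.3, which overlaps SCARNA13, was higher in LDM with a log2 difference of 5.93 (4.83 to 10.36 in those 14 alternatives). It was listed at 0, 94.2 and 0 FPKM in PMM, and it kept an adjusted p under 0.05 in 5 of those 14 alternatives and in 6 of the 24 fits. With FPKM summed per gene ID, no gene passed as higher in LDM.

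The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 3 transcripts and the highest of the others 6, and 3 of the 10 splits, the real one included, gave as many. At the paper's thresholds the real split gave 65 and the highest of the others 95, and 5 of the 10 gave as many. Among the 4 splits that part all 3 pairs of the same number, the real one gave 3 at an adjusted p under 0.05 and the highest of the others 6, at the paper's thresholds 65 against 41, and with the replicate block 48 at an adjusted p under 0.05 against 12. The other 6 splits part 1 pair each.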

How the results depend on the processing

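The number of transcripts at an adjusted p under 0.05 was 3, and it ranged from 2 to 5 when each library was left out. It was 78 with pseudocount 0.01, 17 with no filter and 48 with the replicate block, and within 1.5 times of 3 in the other alternatives set beforehand. Chosen after the data were seen, the replicate block gave 5 with median-of-ratios scaling, 8 with pseudocount 0.1, and 18, 45 and 25 without pair 1, 2 and 3. Multi-exon transcripts only gave 1, and 5 with the replicate block. In the grid of 24 fits, also added later, a robust spread gave 7, and pseudocount 0.01 gave 80 with a robust spread, 62 with no trend and 60 with both. Pseudocount 0.1 with no trend and a robust spread gave 1. With the replicate block the grid gave 43 with a robust spread, 23 with no trend, 25 with both, 36 with pseudocount 0.1 and a robust spread, 91 with pseudocount 0.01 and 108 with that and a robust spread. With the block, no trend and pseudocount 0.1 or 0.01 it gave 0, with or without a robust spread, while at an unadjusted p under 0.05 limma called 212 and 193 at 0.1 and 177 and 162 at 0.01. The fit with the block alone leaves 2 residual degrees of freedom and drops each transcript's own spread. The fit with no filter and the fits with the block without a pair drop it too. The latter leave 1 residual degree of freedom. MSTRG.6176.1 and MSTRG.19565.1 passed in all 14 alternatives set beforehand, but not in the 4 fits of the grid with the block, no trend and pseudocount 0.1 or 0.01 (adjusted p of 0.119 to 0.224 and 0.0880 to 0.207). MSTRG.6176.1 also did not pass with pseudocount 0.1 and no trend (0.0705, and 0.0805 with a robust spread). MSTRG.17390.3 passed in 6 of the 24 fits.

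At the paper's thresholds 65 became 164 with pseudocount 0.1, 160 with 0.01 and 83 to 146 when each library was left out. Later additions gave 231 for the block with pseudocount 0.1, 146 without pair 2, 130 without pair 3, and 18 for multi-exon transcripts, 21 with the block. The share higher in LDM, 35.4%, became 52.4% with pseudocount 0.1, 57.5% with 0.01, 59.2% with median-of-ratios scaling, 62.7% with that and the block, 49.2% with the block without pair 3, and 21.9% to 70.5% when each library was left out. The cause of these changes was not tested. The replicate block changed the call of no other counted result, but it brought 15 of the 41 named transcripts under an adjusted p of 0.05 that were not under it as reported (0.107 to 0.646), and took none above it.

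Expressed transcripts, 1393 in LDM and 1242 in PMM, became 292 and 544 at 1 FPKM in all 3 libraries and 2569 and 2128 above 0 in at least 2 of 3. Above 0 in at least 1 library, chosen after the data were seen, they were 3661 and 3319. Left-out libraries gave 1393 to 1847 in LDM and 1242 to 1557 in PMM. A muscle with 1 library left out is asked for 2 libraries only, so its count cannot fall, and the transcripts tested rise from 1721 to between 1920 and 2088. Among expressed transcripts only, the intergenic share was 78.7%, the mean length 2643 bp, the exon number 1.42 and the CPC score -1.16. Medians in place of means were 1178 bp, 1 exon, a CPC score of -1.15 and a CNCI score of -0.0332. For multi-exon transcripts only, a later choice, the means were 2334 bp, 2.67 exons and a CPC score of -1.14. The mean log10(FPKM + 1), 0.198, was 0.136 as a median and 0.333 above 0 FPKM only. Pooled over both muscles, correlations within a muscle exceeded those between muscles under each scale run (Pearson 0.737 against 0.677, Spearman 0.521 against 0.425, Pearson with pseudocount 0.1 0.566 against 0.435). Within LDM alone they did so with pseudocount 0.1 (0.490), but not by Pearson (0.676) or Spearman (0.388). No gene list and no chromosome passed at an adjusted p under 0.05 in any alternative run, where camera and Fisher's exact test had unadjusted p-values down to 0.0475 and 0.0695.

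Of 503 values of the other named transcripts, 446 kept their direction and side of the threshold, 34 passed only in the alternative, 9 (all of MSTRG.17390.3) passed only as reported, and 14 of 7 transcripts turned in direction. Over the left-out libraries, log2 differences ran from -0.044 (without LDM replicate 1) to 0.165 in MSTRG.14704.2, from -0.069 (without LDM replicate 2) to 0.550 in MSTRG.19510.1, with -0.04 without PMM replicate 3, from -0.20 (without LDM replicate 2) to 0.416 in MSTRG.18101.1, from -0.409 to 0.0153 (without PMM replicate 2) in MSTRG.5035.1, from -1.46 to 0.00146 (without LDM replicate 2) in MSTRG.18512.2, and, each lowest without LDM replicate 2, from -0.48 to 4.65 in MSTRG.17109.1 and from -0.18 to 0.750 in MSTRG.61.2. MSTRG.18101.1 was -0.092 and -0.23 with pseudocount 0.1 and 0.01 and -0.0311 with quantile normalization, under which MSTRG.14595.1 was -0.17. A distance of 100 kb was not run. FPKM carry no counts, so the depth behind a value is only estimated from the coverage.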

Differences from the paper's values

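The alternatives named here were set before the data were examined unless said otherwise. The paper counts 3539 lncRNAs as expressed in LDM and 3663 in PMM, against 1393 and 1242 here by its rule of all 3 replicates. In LDM, the count above 0 FPKM in at least 2 of 3 libraries, 2569, came within 1.5 times of the paper's, and no other alternative did for either muscle. For both muscles shared, Fig. 3 shows about 3200 (read by eye) against 914 here, and no alternative set beforehand came within 1.5 times. The rule of above 0 FPKM in at least 1 library was chosen after seeing the values. It gave 3661 in LDM, 3319 in PMM and 2934 shared, each within 1.5 times of the paper's. In LDM alone were 727, where Fig. 3 prints 385, which is not within 1.5 times. In PMM alone were 385, a count not compared for PMM. The text of the paper gives the higher count to PMM, while LDM had the higher count here under that rule and by all 3 replicates, and PMM had it at 1 FPKM in all 3 libraries. Above 0 FPKM in at least 1 library, the 3661 here for LDM match the sum of the 2 numbers that Fig. 3 prints for PMM, and the 385 here for PMM alone match the number it prints for LDM alone. As all 4046 transcripts are in either muscle, these are 1 match, and the shared number does not match. The figure and the table thus give this count to opposite muscles, and this count does not settle which labels hold. Other values of the paper go with the labels of the table. They come from the same sequencing, so an exchange of labels made before the table would not show in them. All 30 counts by library and class in Table S4 equal those here under the same library labels, and the FPKM of the 3 lncRNAs in Fig. 9A have the same direction as here. Of the 215 lncRNAs held from Table S6, which the paper calls differentially expressed, 181 had the higher mean FPKM in LDM here, and 119 were at 0 in all PMM libraries against 2 in all LDM libraries.

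At an unadjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper counts 911 lncRNAs with Cuffdiff, 789 higher in LDM and 122 in PMM, against 65, 23 and 42 here with limma on log2(FPKM + 1), a scale that lowers the fold change of low values. The 65 are from the 1721 transcripts above 0 FPKM in all 3 libraries of a muscle, so the sets compared are unlike. Of the 215 lncRNAs held from Table S6, 53 were above 0 in 1 LDM library alone and 49 in 2 LDM libraries alone. None of these could be tested under that filter. With no filter the count was 84, with 34 higher in LDM and 50 in PMM, in a fit that drops each transcript's own spread. For PMM, 82 without LDM replicate 2 came within 1.5 times. So did 128 with the replicate block and pseudocount 0.1, and 109 with the replicate block without pair 2, both chosen after seeing the values. No alternative did for all or for LDM. The paper has more lncRNAs higher in LDM than in PMM. Here PMM had more (42 against 23), and LDM had more with pseudocount 0.1 (86 against 78) or 0.01 (92 against 68), median-of-ratios scaling (29 against 20), or without LDM replicate 1 (61 against 45) or LDM replicate 3 (103 against 43). The paper counts lncRNA4177, lncRNA14704 and lncRNA3569 as differentially expressed. Here their adjusted p were 0.770, 0.754 and 0.647, with differences of log2(FPKM + 1) of 0.39, 0.35 and -0.56. With pseudocount 0.01 they were 1.03, 0.41 and -0.59, and the ratios of the mean FPKM were 2.24 (1.44 without LDM replicate 2), 1.34 and 1.50, so lncRNA4177 reached the paper's threshold of size there, at an unadjusted p of 0.409 from limma. None of the 3 met both thresholds in any fit run, while lncRNA6176 passed at 8.9e-04.

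The paper gives a mean length of 754 bp and 2.8 exons, against 2175 bp and 1.19 here. Neither expressed transcripts only (2643 bp and 1.42 exons) nor the median (1178 bp and 1 exon) came within 1.5 times. Multi-exon transcripts only, chosen after seeing the values, came to 2.67 exons and 2334 bp. That choice keeps 466 of the 4046 transcripts. Fig. 5C shows about 0 lncRNAs with 1 exon and about 180 with 3, read by eye, against 3580 and 102 here. Fig. 5B shows about 15% over 1600 bp, read by eye, against 39.7%. The methods of the paper exclude transcripts with fewer than 2 exons.

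Fig. 5A shows a median log10(FPKM + 1) of about 0.68, read by eye, against 0.136 here and 0.300 over transcripts above 0 FPKM only, neither within 1.5 times. In Fig. 9A, read by eye, lncRNA14704 has about 14 FPKM in LDM against a mean of 6.30 here (sum of the 3 libraries 18.9). There lncRNA3569 has about 40 in LDM and about 70 in PMM against 14.0 and 21.0 (sums 42.0 and 63.0), and lncRNA6176 about 1.4 and about 20 against 0.399 and 6.68 (sums 1.20 and 20.0). The sums come near the figure for lncRNA3569 and lncRNA6176, but not for lncRNA14704 in PMM, where the mean, 4.70, does and the sum is 14.1. The direction is the same for all 3.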

Other observations

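MSTRG.15656.3, which overlaps SNORA16, a small nucleolar RNA, had 6.29, 0.867 and 1.27 FPKM in LDM and 0.540, 0 and 0.234 in PMM (adjusted p = 0.462 from limma, 0.0168 with the replicate block). The value with the block rests on the spread of the intensity trend in place of its own. MSTRG.9573.1 and MSTRG.9572.1, neighbouring transcripts on chromosome 2, had the highest mean FPKM in PMM, 383 ± 135 and 364 ± 119, against 289 ± 92.8 and 217 ± 54.8 in LDM (SD, n = 3 each; adjusted p from limma 0.762 and 0.622). MSTRG.61.2, which shares a splice junction with FNDC1, a gene the paper names, had 0.016, 2.67 and 0.515 FPKM in LDM and 0.017, 1.04 and 0.328 in PMM (adjusted p = 0.822 from limma). By chromosome, no group of differing transcripts stood out (Fisher's exact test, lowest adjusted p = 0.993 at the adjusted p of 0.05 and 0.702 at the paper's thresholds).

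In what follows, the tests of depth, of shared zeros between libraries of the same number and of LDM replicate 2 alone were chosen after the results were seen. LDM replicate 2 listed 2855 transcripts above 0 FPKM, more than any other library. A deeper library is argued against, since 7.24 gigabases lay behind its FPKM values, the fewest of the 6. More single-exon fragments, such as unspliced RNA or DNA, remain a candidate explanation. Among transcripts above 0 in all 6 libraries, its median log2 ratio to the other LDM libraries was 1.11 (95% interval 1.03 to 1.22) for single-exon and 0.56 (0.33 to 0.68) for multi-exon transcripts, a difference of 0.55. Multi-exon transcripts were thus raised too, and a difference between pigs was not tested.

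A transcript was often listed at 0 in 1 library while the other 2 libraries of the muscle implied at least 10 reads. This was so for 1500 of 8149 such values (18.4%). Sampling depth as the whole cause is argued against, since at the same number of expected reads single-exon transcripts had 10.8 times the share of multi-exon transcripts or more. The shares were 30.8% and 2.87% at 10 to 30 reads, 27.2% and 1.48% at 30 to 100, and 17.8% and 1.24% from 100 on, with exact binomial intervals (counting error only) that did not overlap. Over all, the share was 24.4% for single-exon and 1.72% for multi-exon transcripts, 14.2 times as high, so single-exon models remain a candidate explanation. Presence in some pigs and not in others cannot be told apart from it, since libraries of the same number shared zeros at phi values of 0.173 to 0.336 and other pairs at 0.0831 to 0.324. The 687 transcripts above 0 in 1 library alone had a median coverage of 10.1 there. Their 5th percentile was 6.79, against 0.783 to 1.34 for transcripts above 0 in more libraries. A value of 0 thus need not mean that the RNA was absent, and the cause was not tested.

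More transcripts were above 0 only in LDM libraries (727) than only in PMM libraries (385). With 2 libraries per muscle and LDM replicate 2 left out, the ratio was still 1.12 to 1.51. It averaged 1.86 without LDM replicate 1 and 2.39 without LDM replicate 3. Whether LDM replicate 2 alone could be the source cannot be told apart from a difference between the muscles, which stays open and untested.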
